# Anti-interleukin-6 receptor antibody treatment ameliorates postoperative adhesion formation

**DOI:** 10.1038/s41598-019-54175-1

**Published:** 2019-11-26

**Authors:** Naoki Uyama, Hiroko Tsutsui, Songtao Wu, Koubun Yasuda, Etsuro Hatano, Xian-Yang Qin, Soichi Kojima, Jiro Fujimoto

**Keywords:** Experimental models of disease, Molecular medicine

## Abstract

Postoperative adhesion formation often ruins the quality of life or is an obstacle to illnesses with curative operation such as cancer. Previously we demonstrated that interferon-γ-promoted fibrin deposition drove postoperative adhesion formation. However, its underlying cellular and molecular mechanisms remain poorly understood. We found that myofibroblasts of the adhesion predominantly expressed signature molecules of mesothelial cells that line the serosa. Microarray analysis revealed IL-6 as a key underlying player, supported by elevated IL-6 levels in the peritoneal fluid of post-laparotomy human subjects. Injured serosa of cecum-cauterized mice also exhibited induction of *Il6*, which was followed by *Tnf*, concomitant with rapid accumulation of neutrophils, substantial population of which expressed TGF-β1, a master regulator of fibrosis. Besides, neutrophil-ablated mice showed reduction in induction of the adhesion, suggesting that TGF-β1^+^neutrophils triggered the adhesion. Human neutrophils expressed *TGFB*1 in response to TNF-*α* and *TNF* in response to IL-6. Moreover, anti-IL-6 receptor monoclonal antibody abrogated neutrophil recruitment and adhesion formation. Thus, IL-6 signaling represents a potential target for the prevention of postoperative adhesions.

## Introduction

Abdominal adhesions form in response to peritoneal trauma that can occur during surgery^1,2^. Postoperative adhesions, which develop in approximately 50–85% of patients who have undergone abdominal surgery, often result in severe complications, including intestinal obstruction, female infertility, chronic pain, and contraindication of surgery for future abdominal illnesses such as cancer^3,4^. Treatment of associated morbidities costs up to $1.3 billion annually in the United States alone^5^.

We previously reported that levels of the plasminogen activator inhibitor type 1 (PAI-1), a potent inhibitor of fibrinolysis^6^, were increased in injured ceca and remnant liver in a manner dependent on interferon gamma (IFN-γ) following cecal cauterization and partial hepatectomy, respectively. Furthermore, this increase was required for the development of postsurgical adhesions^7,8^. However, the cellular and molecular mechanisms underlying the inflammatory and pro-fibrous responses have remained poorly understood.

The surface of every peritoneal organ, such as the intestine and the liver, is lined with a single layer of mesothelial cells^9^. Here, we investigated mesothelial cells as a source of collagen production in postoperative adhesions, explored molecular mechanisms of adhesion using microarray analysis, and identified interleukin 6 (IL-6) signaling as a novel therapeutic target for preventing postoperative adhesion formation.

## Results

### Activation of the procoagulant response upon cecal cauterization

We utilized immunohistological staining to investigate fibrin and collagen deposition following cecal cauterization in mice. Dense fibrin deposition and poor collagen production were observed 12 h following the procedure. However, the injured serosa showed signs of robust collagen deposition and weaker fibrin deposits on day 7 (Supplementary Fig. 1a). Similarly, intraperitoneal exudates obtained from first-time laparotomy patients during the operation exhibited dense fibrin deposition, but poor collagen formation (Supplementary Fig. 1b). In contrast, specimens resected from adhesion tissue of previous laparotomy patients exhibited dense collagen, but poor fibrin, deposition (Supplementary Fig. 1b). Thus, fibrotic changes likely develop subsequently to fibrin deposition in the injured serosa.

### Signatures of mesothelial cells in myofibroblasts in the fibrous adhesion band

Myofibroblasts originate from multiple cellular sources, including fibroblasts, vascular pericytes, epithelial cells, and mesothelial cells^10,11^. We investigated whether adhesion-associated myofibroblasts originate from mesothelial cells lining the peritoneum. Major alpha smooth muscle actin (αSMA)-positive myofibroblasts in the adhesion band expressed podoplanin as well as WT-1 (Fig. 1a), suggesting transdifferentiation of mesothelial cells into myofibroblasts during adhesion formation. This possibility was underscored by analysis of WT-1 reporter mice: a single-cell layer of WT-1^+^ mesothelial cells was present on the cecal serosa under normal conditions, whereas an accumulation of cells co-expressing WT-1 and podoplanin was observed in the adhesion band (Fig. 1b). Furthermore, the podoplanin-expressing cells were positive for the Ki-67 protein (Fig. 1c), indicating proliferation of mesothelial cell-derived myofibroblasts in the adhesion. Consistent with this, Tsai *et al*. recently demonstrated the mesothelial cells as a major cell type of adhesion-associated myofibroblasts by clonal analysis and lineage tracing^12^. These results strongly suggested that surgical injury can convert cecal mesothelial cells into myofibroblasts to generate the adhesion band.

**Figure 1:**
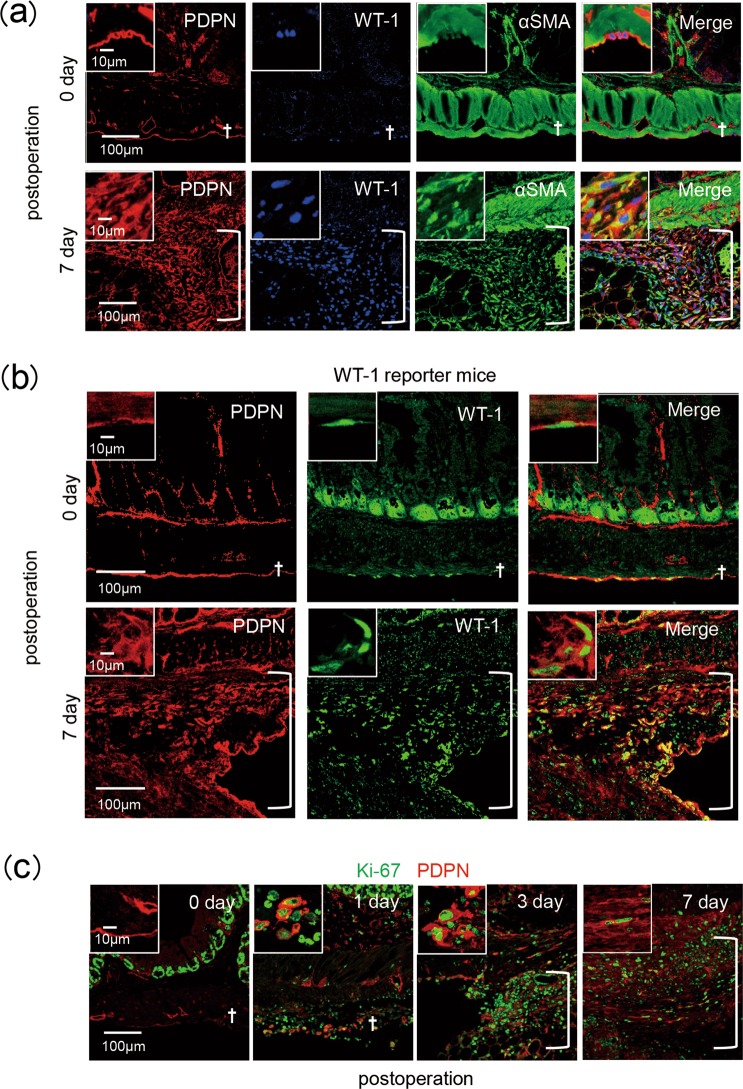
Mesothelial cell transdifferentiation into myofibroblasts in the adhesion band. (**a,c**) Cecum lesions were sampled at the indicated time points following cecum cauterization in wild-type mice. (**b**) Immunostaining of the adhesion lesion after cecum cauterization of Wilms tumor protein (WT-1) reporter mice. Each experimental group contained 3–5 mice, with two independent experiments performed. Representative photos are shown. Data at 0 day postoperation indicated those in untreated control mice. Dagger symbols indicate serosa; open brackets indicate adhesion lesions. PDPN, podoplanin; αSMA, α smooth muscle actin.

### Sequential induction of inflammatory and pro-fibrous responses

We performed microarray analysis to identify key molecules and signaling pathways associated with adhesion. 

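RNA from the cecum of mice was hybridised to 1-colour Agilent SurePrint G3 Mouse GE v2 8x60K arrays, on which the brightness of each spot measures the amount of 1 transcript. There were 12 arrays in 4 groups of 3 mice, namely a sham control taken at 0 h and tissue taken at 3, 12 or 72 h from cauterization. Each array held 62976 spots, of which 3671 were controls, and the remaining 59305 spots covered 56605 probes for 37080 genes. The authors deposited the scanner output, with the background-corrected intensity of each spot before normalization between arrays. Between 60.2% and 65.2% of the probes were well above background on each array, and no spot was saturated. Spots flagged as outliers, between 53 and 152 per array, were left out. From these values, log2 of the intensity was taken and the 75th percentile of each array was subtracted. Group means were fitted over all 12 arrays with limma, and p-values were adjusted by the Benjamini-Hochberg method over all 56605 probes. A gene was represented by its probe with the highest mean over the 12 arrays, since 11875 genes had more than 1 probe. Within groups, the correlation between replicate arrays across probes was between 0.985 and 0.992, with genes not being independent replicates. The arrays lay on 2 slides, with the sham and 3 h arrays on the first, the 72 h arrays on the second, and the 12 h arrays split with 2 on the first and 1 on the second. The slide can therefore be separated from the 72 h group only through 1 array. With 3 arrays per group, the number of arrays limits the precision.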

Transcriptional profiling was performed using biological triplicates of control cecum tissues and those isolated at 3 different time points during adhesion formation (3, 12, and 72 h after cecal cauterization). 

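The authors' processed table held 56743 rows, of which 56605 were the non-control probes and 138 were control probes. These values are on a log2 scale and centred on the median of each row. Across probes and arrays they had a Pearson correlation of 0.9995 with the values recomputed from the scanner output after the same centring. The components were computed on the non-control probes, centred and not scaled to unit variance.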

Unsupervised principal component analysis (PCA) was first applied to the transcriptomic data comprising 56,743 detected probes to obtain a global view of the dynamic expression changes during cecum adhesion formation (Supplementary Fig. 2a). The PCA score plot (PC 1 vs. 2) showed strong and reproducible time-dependent changes in gene expression patterns of cecum tissues during adhesion formation. 

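The first component held 28.7% of the variance over the 12 arrays and the second held 25.5%. Scores on the first component were -91.7 ± 17.6 (SD, n = 3) in the sham control, 55.2 ± 5.72 (SD, n = 3) at 3 h, 75.2 ± 19.5 (SD, n = 3) at 12 h and -38.6 ± 25.3 (SD, n = 3) at 72 h. On the second component the mean scores were 63.6 in the sham control, 51.2 at 3 h, -15.3 at 12 h and -99.6 at 72 h. The 3 arrays of each time point did not overlap the 3 sham arrays on either component (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow).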

According to the first component (PC1), representing 28.6% of the total variance, significant changes in gene expression during cecum adhesion formation were observed as early as 3 h following cauterization, returning to baseline levels following 72 h.

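On a scale from the sham mean, at 0, to the 12 h mean, at 100, the 72 h arrays lay at 31.8% ± 15.1 (SD, n = 3) along the first component and the 3 h arrays at 88.0% ± 3.42 (SD, n = 3). The 72 h arrays differed from the 3 h and the 12 h arrays on this component by the smallest p the design allows (exact permutation test, p = 0.1). The 72 h position changed when single arrays were left out. Without sham replicate 1 it was -142%, where the 3 h position was 154%, and without 72 h replicate 1 it was 59.8%. The first component of these fits was not compared with that of all 12 arrays. The normalized values of the remaining arrays were the same in these fits. Such a shift therefore comes from the axis or from the group means that set the scale, and which of them was not tested. With probes scaled to unit variance, the first component correlated by 0.647 in size with the unscaled first component and by 0.722 with the unscaled second component, and the 72 h position on it was -193%. On the second component, the 72 h group was the farthest from the sham control of the 3 time points, and the sham and 72 h arrays lay on different slides.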

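At a fold change above 2 and a limma adjusted p below 0.05, 2732 genes differed from the sham control at 3 h, 1209 of them higher and 1523 lower. At 12 h there were 3360 genes, 1521 higher and 1839 lower. At 72 h there were 3282 genes, 1687 higher and 1595 lower. Counted as probes, these were 4148 at 3 h, 5059 at 12 h and 4673 at 72 h. Among the called genes, 331 at 3 h, 416 at 12 h and 572 at 72 h rested on a probe that was not well above background on all arrays of either group. Genes called at all 3 time points numbered 795, of which 774 changed in 1 direction. In 20 simulations of unchanged groups against the shared sham arrays, with independent noise, at most 0 genes were called at all 3 time points and 1 at any. The shared arrays alone gave a correlation of 0.4987 across genes between the simulated log2 fold changes at 3 h and 12 h. The simulations therefore do not measure how far the shared sham arrays raise the overlap of 795 genes. Between 12 h and 3 h 1282 genes differed, and between 72 h and 12 h 2788 genes differed. The median log2 fold change over all probes was 0.06 at 3 h, -0.02 at 12 h and -0.15 at 72 h, so that changes at 72 h are relative to this shift. Among the genes with probes above background in both groups, the largest rise at 3 h was that of S100a9, with a log2 fold change of 10.06 (standard error 0.45, limma adjusted p = 3.26e-06), and the largest fall was that of Adrb3, with -3.56 (standard error 0.52, limma adjusted p = 0.00147). S100a9 also rose most at 12 h (10.85) and at 72 h (10.07), whereas the largest falls were those of Thrsp at 12 h (-4.41) and Slc9a3 at 72 h (-5.69). Testing against the 2-fold threshold itself with limma's treat left 370 genes at 3 h, 729 at 12 h and 534 at 72 h. The balance of directions depended on the threshold. With treat, 297 genes were higher and 73 lower at 3 h and 534 higher and 195 lower at 12 h, and without a fold change threshold 2954 were higher and 4727 lower at 72 h. Without sham replicate 3, lower genes outnumbered higher genes at 72 h as well, 1721 against 1573. With slide as a block, 1152 genes were called at 72 h, and the standard errors at 72 h were 1.81 times as large.

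**Figure D1:**
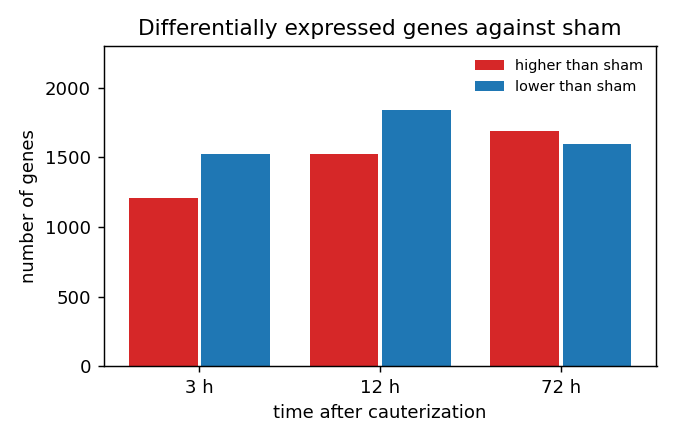
Number of genes called against the sham control at each time point (3, 12 and 72 h), with genes higher than sham in red and genes lower than sham in blue. At a fold change above 2, lower genes outnumber higher genes at 3 h (1523 against 1209) and 12 h (1839 against 1521), and higher genes are more frequent at 72 h (1687 against 1595); with quantile normalization higher genes also outnumber lower ones at 3 h (1239 against 1201), as they do with normexp background correction at 3 h (631 against 207) and 12 h (826 against 502).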

To gain greater insights into the biological processes underlying cecum adhesion formation, we analyzed the differentially expressed genes at each time point relative to the sham controls (3,957, 4,962, and 4,370 genes at 3, 12, and 72 h, respectively) using the Ingenuity® Pathway Analysis (IPA) program. 

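Lists of genes written by hand were tested with camera (limma) at 3 h against the sham control, with adjustment over 57 tests of 19 lists at 3 time points. The 55 chemokines and chemokine receptors had a median log2 fold change of 1.06 (adjusted p = 3.35e-08 from limma's camera). With genes not well above background at their bound it was 0.81, and 1.06 in a second computation that gave 5 genes a bound. Over all genes tested, 27 genes of the list were called higher and 1 lower, and 28 higher and 3 lower when adjusted over the list alone. The largest fitted changes, in no order of size, were those of Cxcl1, Cxcl2, Cxcl3, Cxcl5 and Ccl3, and Cx3cr1 fell by 2.79 on the log2 scale. Cxcl2 and Cxcl3 were not well above background on the sham arrays and rose at least 295-fold and 129-fold, taking the lowest signal well above background on each sham array, or the probe's own signal where higher, as the limit. Cxcl1, Cxcl5 and Ccl3, each measured by 1 probe, had log2 fold changes of 8.58, 7.70 and 7.26. The 32 leukocyte adhesion and migration genes had a median of 1.41 (adjusted p = 5.34e-09 from limma's camera), with 15 genes called higher over all genes tested and 17 when adjusted over the list alone. In this list S100a9, Mmp8 and Selp had log2 fold changes of 10.06, 6.99 and 4.15, while S100a8, well above background on 2 sham arrays, rose at least 1567-fold and Csf3, on 0 sham arrays, at least 32.6-fold. Both lists also passed under fry, with adjusted p = 8.15e-06 and 2.35e-05, but not with a correlation between genes estimated from the arrays, where limma's adjusted p was 0.0901 and 0.103.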

The biological function analysis revealed activation of immune cell chemotaxis, as well as of cellular migration and movement, in the cecum tissues as early as 3 h after cauterization. In addition, canonical pathway analysis uncovered the enrichment of genes involved in the IL-6 signaling pathway in post-cauterization cecum tissues isolated at this time point (Supplementary Fig. 2b). 

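The 56 listed components of IL-6 signaling had a median log2 fold change of 0.51 at 3 h (adjusted p = 5.15e-09 from limma's camera). Of these genes, 18 were called higher and 0 lower, both over all genes tested and when adjusted over the list alone, and 17 of the 56 were also in another list. The largest fitted change in the list was that of Il6 itself (7.61), followed by genes of IL-1 and its receptors. The log2 fold changes of Il1b, Il1rn and Il1r2 were 6.74, 5.63 and 5.00. Il1a, not well above background on the sham arrays, rose at least 14.4-fold. The rise of these IL-1 genes does not by itself show signaling through the IL-6 receptor. The list passed with fry (adjusted p = 3.39e-06) and with the estimated correlation (limma adjusted p = 0.0414). At 12 h and 72 h its medians were 0.47 and 0.19.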

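The list of genes known to be induced by IL-6 and STAT3 held 40 genes. Their median log2 fold change was 1.26 at 3 h, 1.86 at 12 h and 1.40 at 72 h, with limma's camera adjusted p = 8.5e-14, 7.68e-22 and 2.13e-22. At 3 h 21 genes were called higher and 0 lower, both over all genes tested and when adjusted over the list alone, led by Lcn2, Ccl2, Il1rn, Socs3 and Hp. With the estimated correlation between genes, limma's adjusted p was 0.0715 at 3 h and 0.0344 at 12 h and at 72 h. Of the 40 genes, 14 were also in another of the lists.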

Upstream regulator analysis identified IL-6 as a master regulator of cecum adhesion formation (Supplementary Fig. 2c). Furthermore, an IL-6-dependent regulatory network generated by knowledge-based pathway analysis in the IPA platform highlighted the importance of IL-6 in governing cell migration (Supplementary Fig. 2d).

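Among the genes of the IL-6 receptor complex and its transcription factor, the transcript of Stat3 had a log2 fold change of 1.28 at 3 h (limma adjusted p = 8.87e-05), 0.92 at 12 h and 0.63 at 72 h. Il6st, which encodes gp130, had 0.42 at 3 h (limma adjusted p = 0.0887) and 1.24 at 72 h (limma adjusted p = 0.00062), which lost the call in 2 of 23 alternatives, with slide as a block (0.98, limma adjusted p = 0.0934) and with the mean of its probes (0.84). Il6ra had -0.29 at 3 h (limma adjusted p = 0.183), 1.04 at 12 h (0.000737) and 1.13 at 72 h (0.000642). The 72 h value lost the call in 2 of 23 alternatives, with slide as a block (0.98) and with both probes averaged (0.87). The 12 h value lay close to the 2-fold threshold and lost the call in 7 of 23 alternatives. With both probes averaged it was 0.91 (limma adjusted p = 0.163). The 12 h minus 3 h difference of 1.33 was not called either when both probes were averaged (0.67, limma adjusted p = 0.34). From an IL-6-dependent network of its pathway software, the paper states that IL-6 is important in governing cell migration.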

Based on these results, we hypothesized that damage-associated molecular patterns (DAMPs) in cauterized ceca activate pattern recognition receptors to stimulate production of proinflammatory cytokines such as IL-6 and tumor necrosis factor alpha (TNF-α), which in turn activate transforming growth factor beta 1 (TGF-β1) production, leading to fibrous adhesion formation. To test this hypothesis, we measured levels of mRNA encoding proinflammatory cytokines, pro-fibrotic factors, and fibrinolysis-associated proteins in the injured ceca sampled at the indicated time points. 

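On the arrays, the probe of Il6 (NM_031168, chromosome 5 of mm9 from 30346367 to 30346426) was at -4.66 ± 0.33 (SD, n = 3) in the sham control and at 2.95 ± 0.15 (SD, n = 3) at 3 h, on the scale of log2 intensity minus the 75th percentile. Its log2 fold change was 7.61 at 3 h (standard error 0.45, limma adjusted p = 1.14e-05), 6.75 at 12 h and 7.20 at 72 h, and neither later step differed (limma adjusted p = 0.269 for 12 h minus 3 h and 0.509 for 72 h minus 12 h). A second probe of Il6, well above background on 9 of the 12 arrays, gave fitted values of 8.35, 7.48 and 7.94. Ifng (NM_008337, chromosome 10 from 117882841 to 117882900) had 1 probe, which was well above background on 0 sham arrays, 1 array at 3 h, 2 at 12 h and 2 at 72 h. Its fitted log2 difference of 2.44 at 3 h (standard error 0.78) had a limma adjusted p = 0.054, and those of 2.31 at 12 h and 1.90 at 72 h had 0.0617 and 0.119. Ifng was therefore not called at any time point, and with no sham array above background and the other groups only in part, the fitted values give no fold change. With eBayes fitted with a trend and robustly, it was called at 3 h (limma adjusted p = 0.0364) and at 12 h (0.0434). Tnf (NM_013693, chromosome 17 from 35336795 to 35336854) rose by 2.65 at 3 h (limma adjusted p = 0.00381), 4.46 at 12 h (0.000171) and 2.61 at 72 h (0.0039). A second probe of Tnf, well above background on all 12 arrays, rose by less, by 1.60, 3.15 and 1.65 (limma adjusted p = 0.0254, 0.000657 and 0.021). On the first probe, the further rise of 1.81 from 3 h to 12 h was called (limma adjusted p = 0.0403). It lost the call in 11 of 23 alternatives, among them without 12 h replicate 1, where it was 1.34 (limma adjusted p = 0.115). With slide as a block, Tnf was not called at 72 h (limma adjusted p = 0.113).

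**Figure D2:**
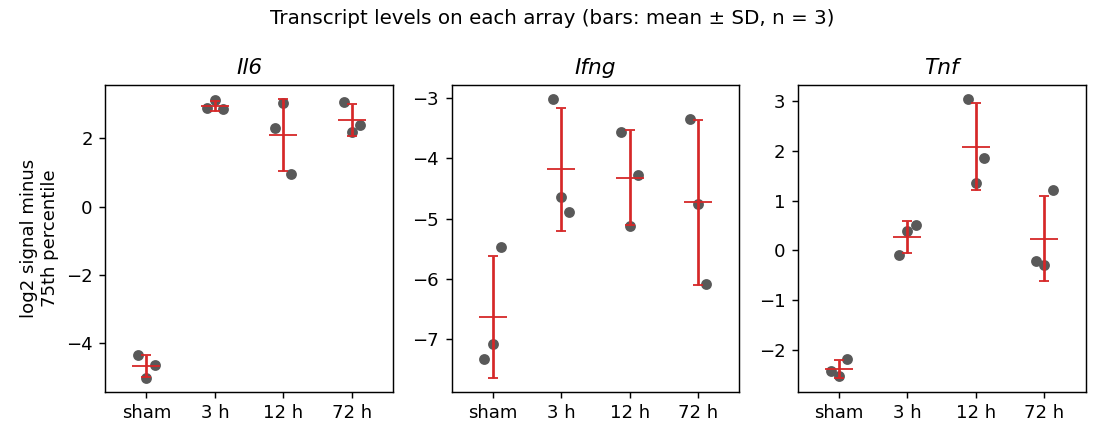
Levels of Il6, Ifng and Tnf on each of the 12 arrays, as log2 intensity minus the array's 75th percentile, in the sham control and the cauterized groups (3, 12 and 72 h); each point is 1 mouse and the bars give the mean and SD (n = 3), with a separate vertical scale per transcript. The 3 h points of Il6 and Tnf lie above all sham points, and Ifng was not well above background on any sham array.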

Consistent with the microarray data (Supplementary Fig. 2), levels of *Ifng* and *Il6* transcripts were immediately elevated, followed by increases in abundance of mRNA encoding TNF-α and PAI-1. Up-regulation of *Tgfb*1 and *Col*1*α1* followed the elevated production of these proinflammatory and anti-fibrinolytic transcripts (Fig. 2a). Consistent with this, levels of the respective proteins were also elevated in the peritoneal fluid (ascites) (Supplementary Fig. 3). Similarly, human peritoneal fluid and serum sampled starting at 3 h post laparotomy contained elevated concentrations of IL-6 (Fig. 2b).

**Figure 2:**
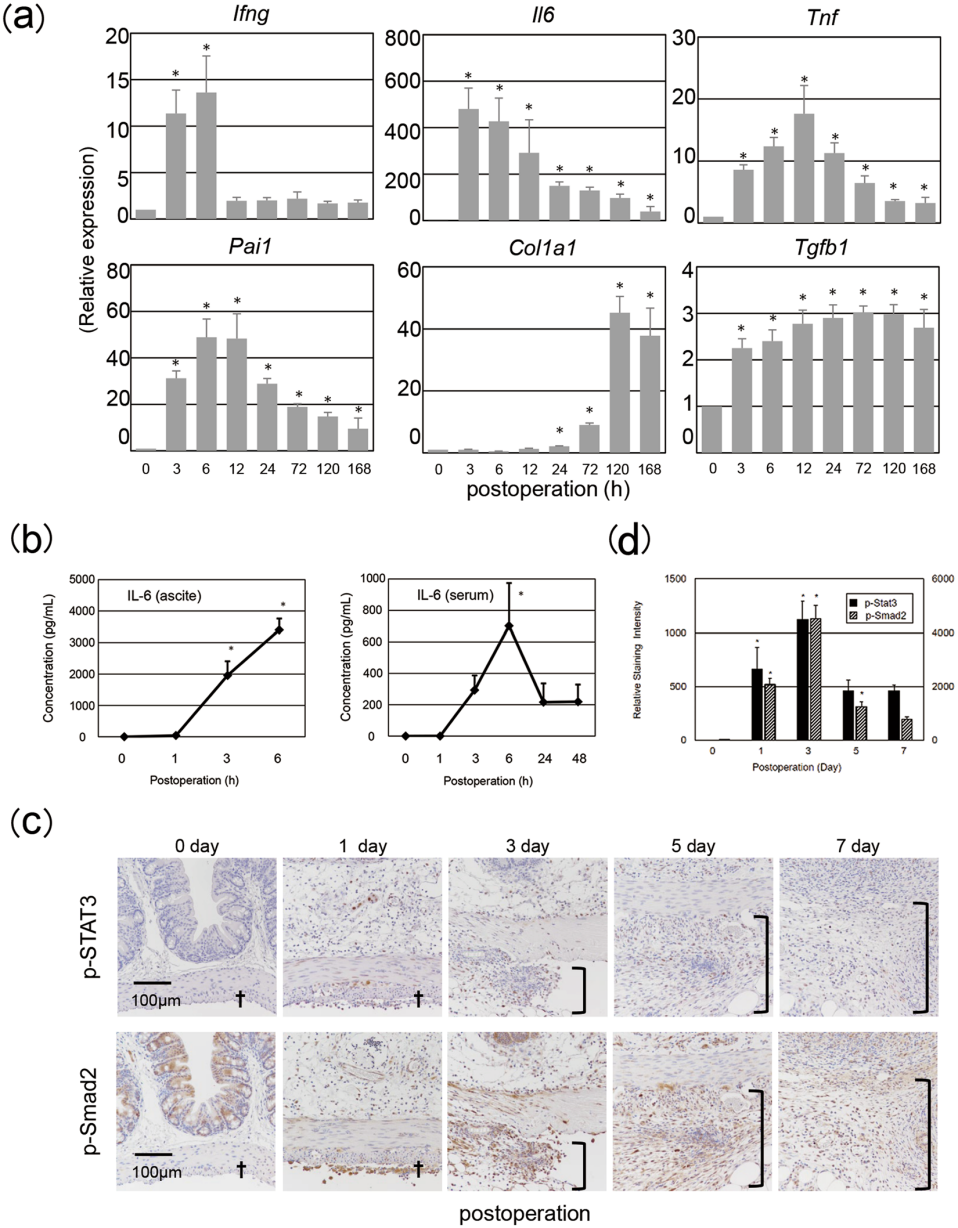
Proinflammatory responses prior to pro-fibrotic alterations. (**a,c**) Cecum lesions were sampled from each experimental group (3–5 mice/group) at the indicated time points post operation, followed by qRT-PCR assessment of expression of proinflammatory cytokine and pro-fibrotic molecule genes (**a**) and by immunostaining of phosphorylated transcription factors with ImageJ analysis data (**c,d**) *Ifng*, interferon γ; *Il6*, interleukin-6; *Tnf*, tumor necrosis factor-α; *Pai1*, plasminogen activator inhibitor type 1; *Col1a1*, collagen 1α1; *Tgfb1*, tumor growth factor- β1. (**b**) Peritoneal fluid and serum were sampled from human patients at the indicated time points following the beginning of laparotomy, and IL-6 levels were measured using ELISA. Representative photos are shown. Data at 0 day or hour postoperation indicated those in untreated control mice. Data are shown as mean ± SD. *p < 0.05 (Dunnett’s test). Daggers indicate serosa; open brackets indicate adhesion lesions. All experiments were independently repeated twice.

To investigate whether IL-6 exerts its biological action in the injured cecum, we examined activation of its transcription factor, signal transducer and activator of transcription 3 (STAT3). STAT3 was substantially phosphorylated in the injured ceca following surgery (Fig. 2c), suggesting that IL-6 and other STAT3-activating cytokines generated at the injured sites potentially activate the IL-6 receptor (IL-6R)/glycoprotein 130 (gp130)-mediated signaling pathway. In addition, phosphorylation of Smad2, an event downstream of TGF-β1 signaling, was observed in the injured cecal serosa on day 1 and in the adhesion starting on day 3 (Fig. 2c), suggesting the involvement of active TGF-β1 in fibrous adhesion formation, as well as in the serosa of the injured ceca. Overall, these results highlighted the induction and signaling of proinflammatory cytokines and pro-fibrotic molecules during the adhesion formation process.

### Accumulation of TGF-β1-producing neutrophils in the injured serosa

We next assessed the types of cells that migrated into the injured site. Lymphocyte antigen 6 complex, locus G-positive (Ly6G^+^) neutrophils accumulated at the site, peaking in numbers around 6 h post operation (Fig. 3a,b). In contrast, obvious migration of T cells, B cells, or macrophages was not observed (Supplementary Fig. 4). Neutrophil accumulation began to gradually diminish at 12 h following the procedure (Fig. 3a,b). Next, we investigated how neutrophils were accumulated in the injured site. It is well documented that neutrophils express chemokine receptor CXCR2 and can migrate into the target sites in a manner dependent on the density gradient of CXCR2 ligands, such as CXCL1, CXCL2, and CXCL5^13^. Therefore, we investigated the kinetics of these CXCR2 ligands and found that *Cxcl2*, but not *Cxcl1* or *Cxcl5*, was significantly induced postoperation. Expression levels of *Cxcl2* increased at the injury site, peaking at 12 h (Fig. 3c). To evaluate the contribution of neutrophils to adhesion formation, we depleted these cells by administration of an anti-Ly6G monoclonal antibody 1 day prior to surgery^14^. Neutrophil-ablated mice showed reduced adhesion formation upon cecal cauterization (Fig. 3d).

**Figure 3:**
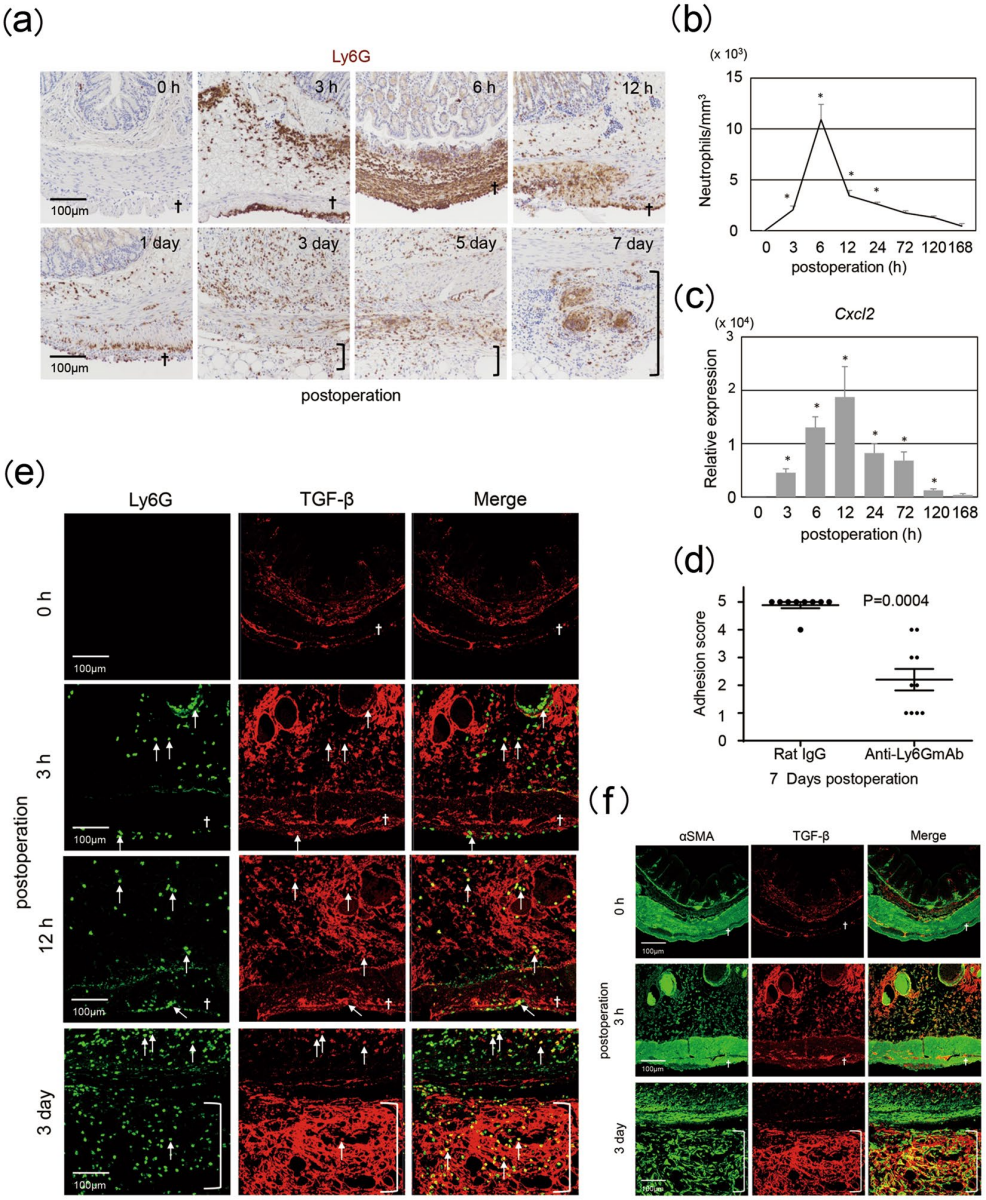
Importance of neutrophils in adhesion formation. Cecum lesions were sampled from wild-type mice at the indicated time points following operation for the analysis of neutrophil accumulation by staining for Ly6G (**a**), Ly6G and TGF-β1 (**e**), or αSMA and TGF-β1 (**f**), for counting Ly6G^+^ cells (**b**), and for quantitation of *Cxcl2* expression (**c**). Neutrophils were depleted in wild-type mice using treatment with anti-Ly6G antibodies. Adhesion scores were evaluated 7 days following cecum cauterization in neutrophil-ablated mice (**d**). Each experimental group contained 3–5 mice, with two independent experiments performed. Data at 0 hour postoperation indicated those in untreated control mice. Data are shown as mean ± SD. *p < 0.05 (Dunnett’s test for Fig. 2b,c, Student’s paired t-test for Fig. 2d). Representative photos are shown. Daggers indicate serosa; open brackets indicate adhesion lesions.

We next sought to examine the role of neutrophils in adhesion formation. TGF-β1 is a well-established master inducer of fibrosis^15–18^. It was reported that both active and total TGF-β1 concentrations were more than twice as high as unaffected peritoneoum and that blockade of both TGF-β1 and TGF-β2 using neutralizing antibodies prevented abdominal adhesion formation^19,20^. These reports strongly suggested the importance of TGF-β1 for the adhesion formation. We accordingly observed phosphorylated Smad2 in the injured serosa following adhesion formation (Fig. 2c). This observation allowed us to investigate whether neutrophils recruited to the injured site produce TGF-β1. Immunostaining revealed the presence of TGF-β1^+^Ly6G^+^ neutrophils in the injured serosa and adjacent submucosa at 3 and 12 h post procedure (Fig. 3e). TGF-β1^+^ neutrophils accumulated at the adhesion site by day 3 (Fig. 3e). On day 3, αSMA^+^ myofibroblasts, likely of mesothelial cell origin (Fig. 1), produced similar levels of TGF-β1 (Fig. 3f). Taken together, these results suggested that neutrophils migrating to the injured serosa likely produce TGF-β1, thereby inducing collagen production by mesothelial cell-derived myofibroblasts and promoting adhesion formation.

### Crosstalk between neutrophils and mesothelial cells during adhesion formation

We sought to determine the molecular mechanism driving TGF-β1 production by neutrophils. Neutrophils in the injured serosa might be affected by the cytokine milieu of the sites. *Il6* and *Tnfα* induction started at 3 h at latest postoperation (Fig. 2a), at which time point and later neutrophils migrated (Fig. 3a,b). This let us to hypothesize that these proinflammatory cytokines trigger TGF-β1 production in neutrophils. To test this, we stimulated human neutrophils with IL-6 and TNF-α *in vitro* and measured *TGFB1* transcript levels. Neutrophils expressed receptors for IL-6, both IL-6-binding IL-6R and IL-6-signaling gp130 and for TNF-α (data not shown)⊡ TNF-α, but not IL-6, induced *TGFB1* in neutrophils (Fig. 4a).

**Figure 4:**
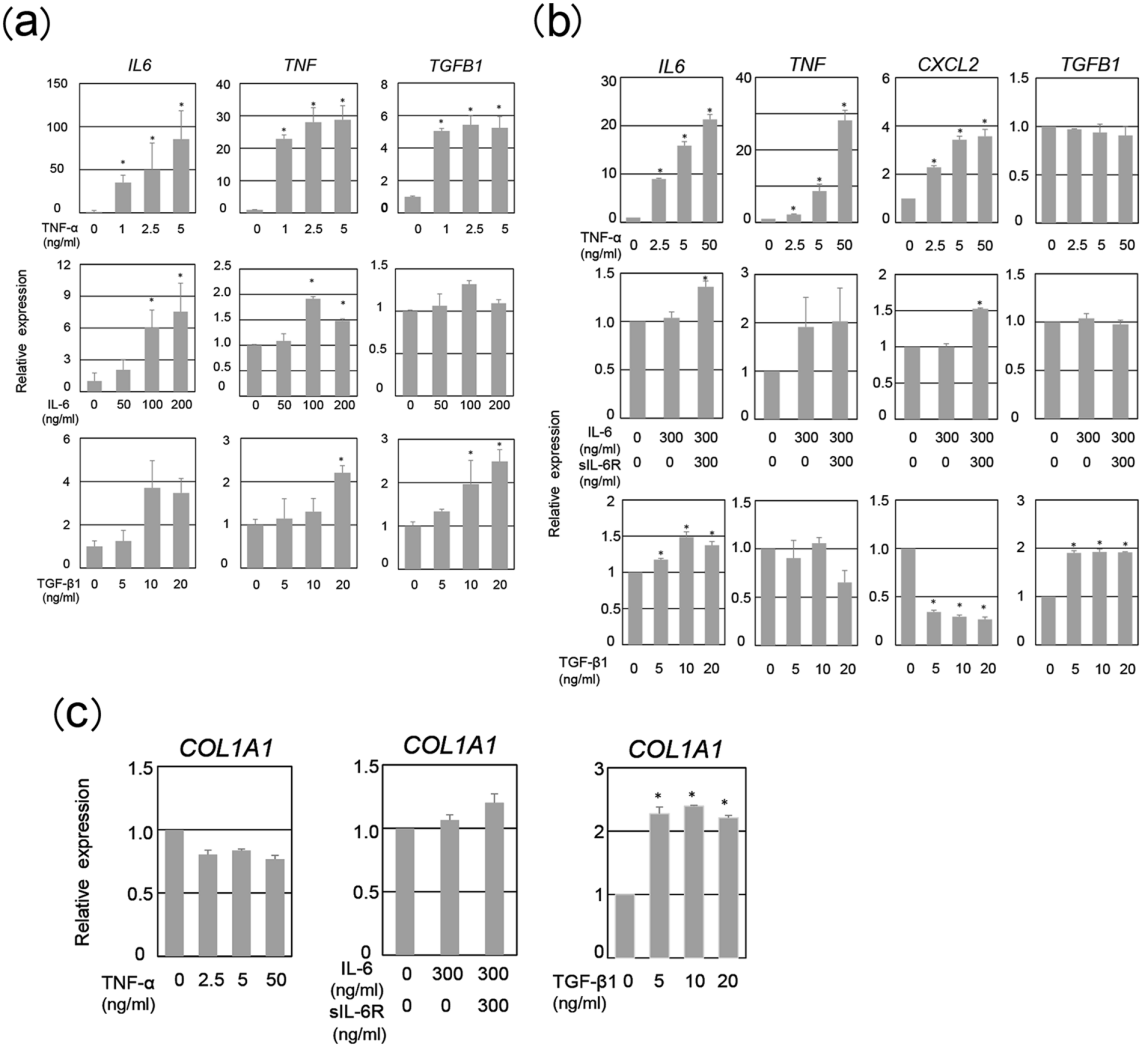
Production of pro-fibrotic molecules by human neutrophils in response to proinflammatory cytokines. Expression of *IL6*, *TNF*, and *TGFB1* was determined in human neutrophils stimulated with TNF-α, IL-6, or TGF-β1 using qRT-PCR (**a**). Human mesothelial cells (MeT5A cells) were incubated with TNF-α, IL-6 plus soluble IL-6Rα (sIL-6Rα), TGF-β1, or IFN-γ, followed by measurement of *IL6* (**b**), *TNF* (**b**), *CXCL2* (**b**), *TGFB1* (**b**), or *COL1A1* expression by qRT-PCR (**c**). Three independent experiments were performed. Data are shown as mean ± SEM. *p < 0.05 (Dunnett’s test).

We examined actions of these proinflammatory cytokines on human mesothelial cell line MeT5A cells. In contrast to neutrophils, MeT5A cells lacked the IL-6-binding receptor IL-6Rα but expressed gp130 (Supplementary Fig. 5 and Supplementary Fig. 10). IL-6 can either bind to the membrane-bound IL-6Rα (classical signaling) and to soluble forms of the IL-6Rα (sIL-6Rα) (trans-signaling)^21,22^. Thus, we stimulated MeT5A cells with IL-6 in the presence of sIL-6Rα, due to the stable levels of sIL-6Rα detected in the peritoneal fluid post operation (Supplementary Fig. 3). IL-6/sIL-6Rα did not induce *TGFB1* in Met5A cells. TNF could not induce *TGFB1* in MeT-5A cells (Fig. 4b). Thus, TNF-α could activate *TGFB1* expression only in neutrophils but not mesothelial cells, and IL-6 signaling failed to induce *TGFB1* in either cell types.

We wanted to know whether levels of TNF, a key TGF-β1-inducer (Fig. 4a), were up-regulated by the proinflammatory cytokines. Both neutrophils and MeT5A cells increased *TNF* expression in response to TNF-α (Fig. 4a,b). IL-6 signaling induced *TNF* in neutrophils but not MeT5A cells (Fig. 4a,b). Accordingly, although IL-6 signaling could not directly induce *TGFB1*, IL-6 signaling might contribute to the neutrophilic *TGFB1* induction via TNF-α induction. Immunofluorescence study revealed TNF-α production in both cell types *in vivo* (Supplementary Fig. 6).

Consistent with the previous reports^23,24^, TGF-β1 induced *TGFB1* and *COL1A1* expression in MeT5A cells (Fig. 4b,c). TGF-β1 also induced *TGFB1* in neutrophils. This might implicate the presence of a positive circuit for pro-fibrotic cues in mesothelial cells and possibly in neutrophils as well. These data might suggested that TGF-β1 produced by neutrophils might stimulated mesothelial cells to transdifferentiated into myfobroblasts and to produce robust TGF-β1.

Both IL-6 signaling and TNF-α could activate *CXCL2* in MeT5A cells. In contrast, TGF-β1 strongly dampened *CXCL2* expression in MeT5A cells (Fig. 4b), suggesting that TGF-β1 that produced at day 1 and later (Fig. 2a) potentially prevented neutrophil accumulation via dampening *Cxcl2* (Fig. 3a–c).

*IL-6* was up-regulated by IL-6 signaling and TNF, and even TGF-β1 in neutrophils and MeT5A cells (Fig. 4a,b). Immunofluorescence study revealed IL-6 production in both cell types *in vivo* (Supplementary Fig. 7).

Although IL-6 by itself could not induce *TGFB1* in either neutrophils or mesothelial cells (Fig. 4), IL-6 activated the expression of *CXCL2* and *TNF* in mesothelial cells and neutrophil, respectively. The former IL-6-induced CXCL2 might be involved in the accumulation of neutrophils, and the latter IL-6-induced TNF might contribute to TGF-β1 production in neutrophils. Taken together, these results suggest that the crosstalk between mesothelial cells and neutrophils might induce early TGF-β1 in neutrohils, which initiates the differentiation of mesothelial cells into myofibroblasts, an essential step for adhesion formation.

### Anti-IL-6Rα monoclonal antibody (mAb) treatment protects against postsurgical adhesion formation

IL-6 signaling is associated with tissue fibrosis^25–27^. As IL-6 is produced promptly post operation, we evaluated the role of IL-6 signaling in postsurgical adhesion formation. Anti-IL-6Rα mAb administration significantly reduced adhesion formation (Fig. 5a), underscoring the importance of IL-6 signaling in the process. Blockade of IL-6 signaling reduced fibrin deposition with impaired induction of the pro-coagulating *Pai1* expression (Fig. 5b,c) and dampened collagen deposit with poor induction of pro-fibrotic gene expression (*Col1*A*1* and *Tgfb1)*, concomitant with abrogated induction of *Tnf*, but not of *Ifng*, expression (Fig. 5b,c). Anti-IL-6Rα mAb treatment also diminished infiltration of CD45^+^ hematopoietic cells, including neutrophils (Fig. 5b). The treatment also diminished induction of *Cxcl2* expression (Fig. 5c). Moreover, blockade of IL-6 signaling reduced phosphorylation of Smad2 and STAT3 in the adhesion tissue (Supplementary Fig. 8). However, blockade of IL-6 signaling did not impair in wound healing process (Supplementary Fig. 9). The results suggested that IL-6/STAT3 signaling likely recruits neutrophils to the injured serosa, activating them to produce TGF-β1 via TNF-α induction, eventually resulting in the transdifferentiation and activation of mesothelial cells via activation of the Smad2/3 pathway. These results underscored that IL-6 signaling contributes to postsurgical adhesion formation via recruitment and activation of pro-fibrotic neutrophils. Thus, targeting IL-6 signaling represents a potential strategy for the prevention of postsurgical adhesions.

**Figure 5:**
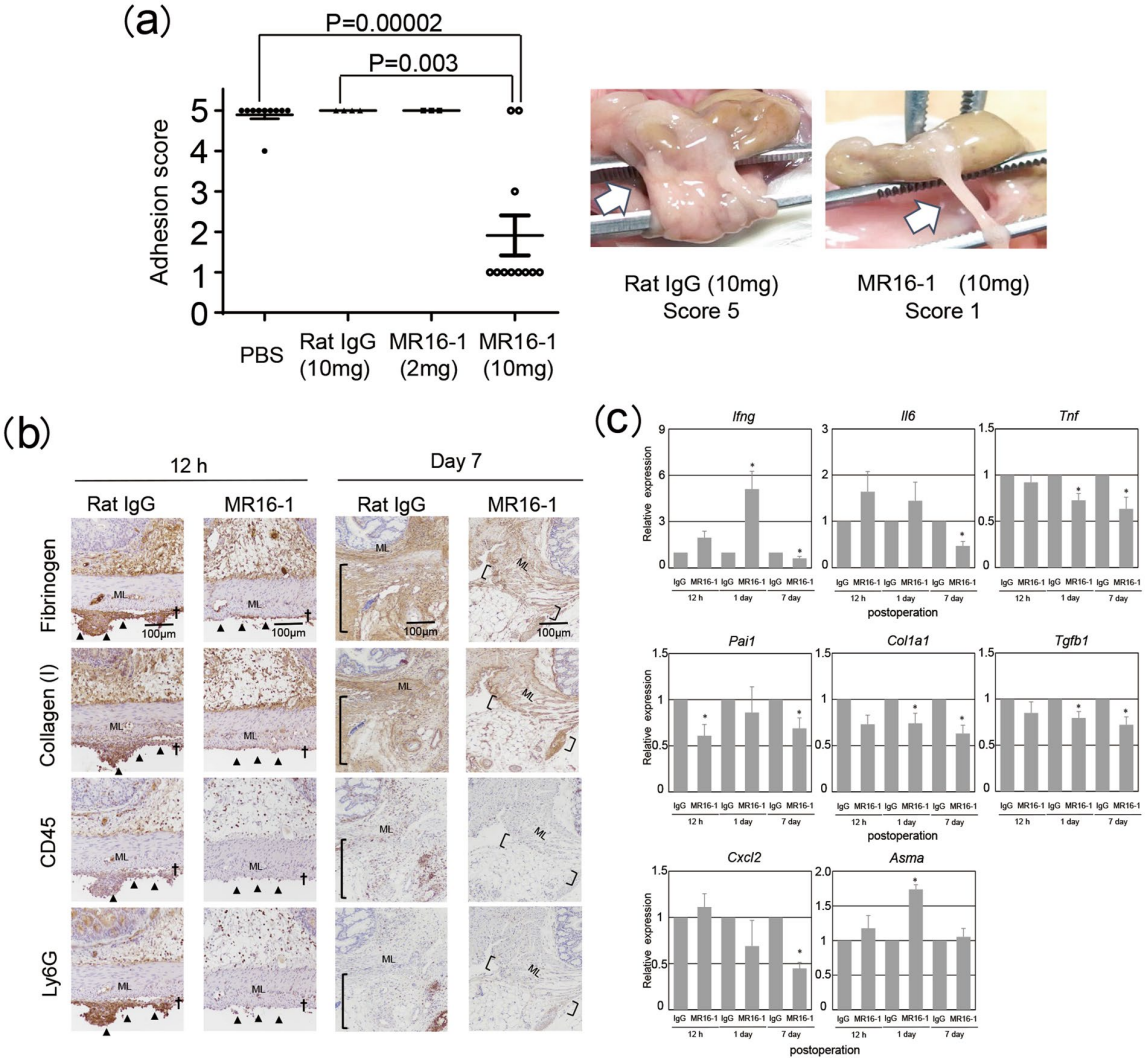
Anti-IL-6Rα antibody protection against postoperative adhesion formation. Wild-type mice were treated with various doses of anti-IL-6Rα antibody or isotype-matched antibody and subjected to cecum cauterization. (**a**) Adhesion scores were determined on day 7 following the procedure. Representative photos are shown. (**b,c**) Cecum lesions were sampled at the indicated time points for indicated protein staining (**b**) and for qRT-PCR analysis of indicated proinflammatory and pro-fibrotic mRNA transcripts (**c**). Each experimental group contained 3–5 mice, with two independent experiments performed. Representative photos are shown. Data at 0 day or hour postoperation indicated those in untreated control mice. Data are shown as mean ± SEM. *p < 0.05 (Student’s paired t-test). *Asma*, gene for αSMA.

## Discussion

Postsurgical adhesion formation, an adverse response to laparotomy, can substantially reduce patient quality of life. We previously demonstrated that lymphocytes produce IFN-γ in response to liberated neuropeptide substance P soon after cecal cauterization, contributing to fibrin deposition with robust induction of *Pai1*, eventually resulting in adhesion band formation^7^. Accordingly, *Ifnγ*^−/−^ mice, impaired in *Pai1* induction, are resistant to adhesion formation. The present study revealed several key events underlying the development of the adhesion band. First, we found that myofibroblasts in the adhesion were derived from mesothelial cells. Second, production of IL-6 and of IFN-γ was rapidly induced post operation, followed by induction of TNF-α expression. Third, neutrophils rapidly accumulated at the injury site, producing TGF-β1. Moreover, TNF-α activated neutrophils to produce TGF-β1. Fourth, neutrophil-depleted mice were resistant to adhesion formation. Ultimately, the role of IL-6 signaling was underscored by the findings that anti-IL-6Rα antibodies reduced neutrophil recruitment and protected against adhesion formation.

TGF-β1-producing neutrophils were accumulated in the injured site, which peaked around 6 h. At day 3, neutrophil migration was substantially disappeared. This may implicate that at day 3 cell type other than neutrophils might produce TGF-β1. Indeed, at day 3 major cell type producing TGF-β1 was αSMA^+^ myofibroblasts. *In vitro* study revealed that TNF activated neutrophils but not mesothelial cells to express *TGFB1*. TGF-β1 stimulated both of the cell types to express *TGFB1*. From these observation, we concluded that TGF-β1 produced by TNF-activated neutrophils might, in turn, stimulated mesothelial cells to transdifferentiated into myofibroblasts and to produce robust TGF-β1.

Considering that TGF-β1 has been found to drive the mesothelial-to-mesenchymal transition^23,24,28^, early-stage production of TGF-β1 by neutrophils potentially contributes to the development of the adhesion band. Presently, we underscored the role of mesothelial cells and neutrophils and demonstrated that IL-6 is crucial for the induction of CXCL2, TNF-α, and TGF-β during postoperative adhesion formation (Fig. 6).

**Figure 6:**
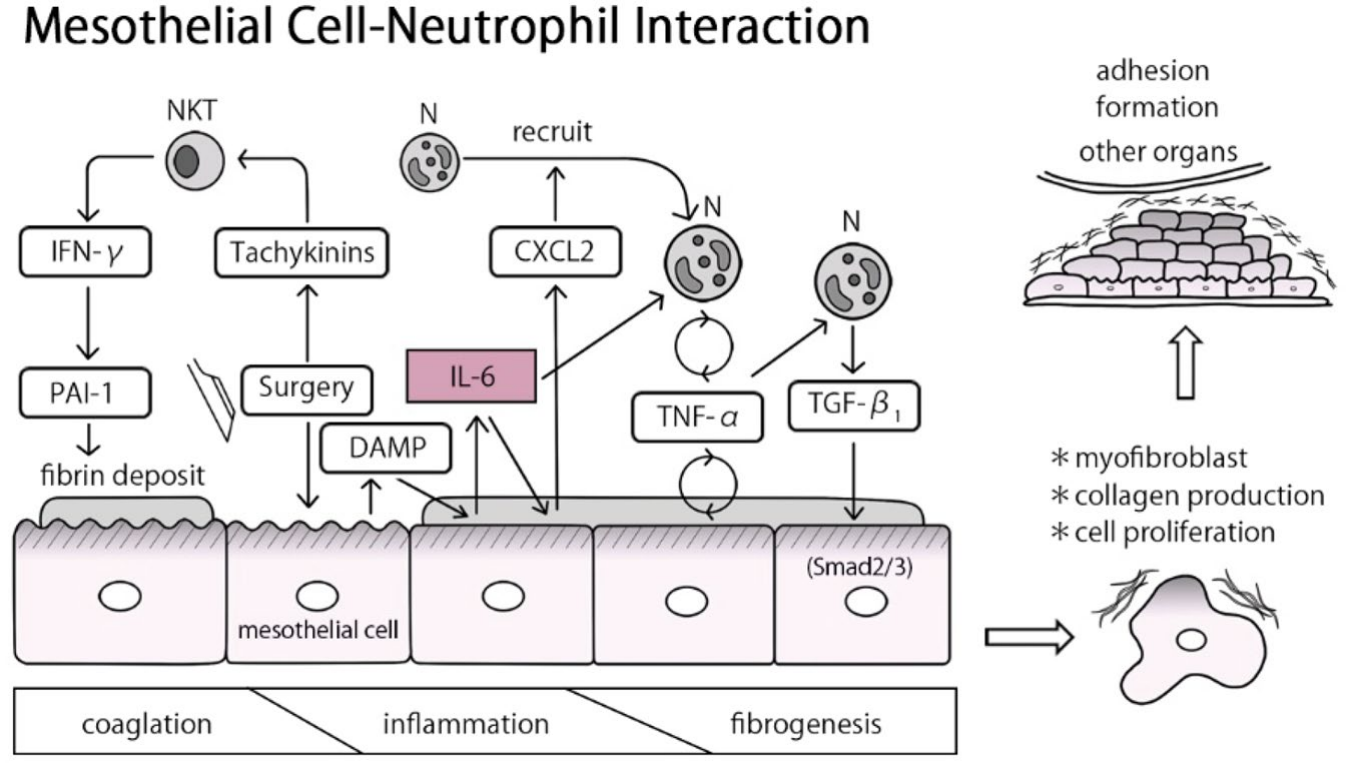
Proposed model for the role of IL-6 in the induction of postoperative adhesion formation. Upon surgery-induced injury, serosa-resident natural killer T (NKT) cells produce IFN-γ, thereby inducing PAI-1, which in turn facilitates fibrin deposition by preventing fibrin degradation as shown previously^7^. Subsequently, mesothelial cells produce CXCL2 and IL-6, which recruit and activate neutrophils, respectively. The neutrophils produce TNF-α in response to IL-6. Both mesothelial cells and neutrophils produce TNF-α in response to TNF-α. Thus, IL-6 signaling plays a central role in activating the TNF-α-amplifying positive-feedback circuits. The final steps of the initiation of adhesion formation occur when TNF-α induces neutrophils, but not mesothelial cells, to produce TGF-β1. TGF-β1 subsequently activates mesothelial cells to transdifferentiate into myofibroblasts that produce fibrosis-promoting molecules such as collagen.

TGF-β1 is produced in a latent form lacking biological activity^15,17^. TGF-β1 activation can occur through various biological process including acidification, proteolytic cleavage, and traction by integrin^15,17,29^. Previous reports showed that intraperitoneal injection of mice with monosodium urate monohydrate crystals, a self-derived cause of gout^30^, induces TGF-β1^+^ neutrophils and increases TGF-β1 levels in peritoneal lavage fluid^31^. Notably, human neutrophils increased *TGFΒ1* expression in response to the proinflammatory cytokines IFN-γ and TNF-α. Recently, neutrophil elastase has been shown to activate TGF-β1^32,33^. Neutrophil-elastase-deficient mice are resistant to asbestos- and bleomycin-induced pulmonary fibrosis, which are associated with reduced Smad2/3 phosphorylation^32,33^. Based on these reports and our present findings, we hypothesize that neutrophils recruited to the sites of injury produce active TGF-β1 in response to TNF-α, in turn, facilitating the transdifferentiation and activation of mesenchymal cells into myofibroblasts to enable fibrous adhesion formation. With neutrophil-depleted mice failing to form adhesions, neutrophils likely contribute to the transition from proinflammatory response to pro-fibrotic conditions.

As shown in this study human neutrophils and MeT-5A cells expressed *IL6* in response to TNF-α, IL-6, and TGF-β1 (Fig. 4). The human *IL6* gene includes various *cis*-regulatory elements, including nuclear factor kappa B (NF-κB), CCAAT/enhancer-binding protein beta (C/EBPβ), and interferon regulatory factor 1 (IRF-1), suggesting that wide variety stimuli can induce *IL6*^34^. Indeed, TNF-α has been regarded as potent activator of *IL6* in many cell types^35^. Astrocytes and osteocytes can produce IL-6 in an autocrine manner^36,37^. TGF-β1 was reported to activate cardiac fibroblasts and cervical epithelial cells to produce IL-6^38,39^.

IL-17 has been reported to be a key molecule for the postsurgical adhesion. Neutralizing Abs specific for IL-17 protected against adhesion formation post cecum abration^40^. Cellular source of IL-17 was shown to be T cells, γδT cells and Th17 cells derived from αβT cells, during adhesion formation^41^. Indeed, αβTCR^−/−^ mice that lack αβT cells but possess γδT cells are resistant to the adhesion. Adoptive transfer of WT T cells restored the sensitiveness to the adhesion formation of αβTCR^−/−^ mice, while that of *Stat4*^−/−^ T cells lacking potential to develop into Th1 cells did not^40^. This clearly indicated the importance of Th1 cells as well. Thus, IL-17 may promote adhesion formation and additional stimulation with IFN-γ enhanced this effect. Since IL-6 can differentiates naïve CD4^+^αβT cells into Th17 cells, IL-6 might contribute to the adhesion formation via inducing Th17 cell development as well^34^.

M2, but not M1, macrophages can induce fibrosis by producing signature molecules including TGF-β1. M2 macrophage differentiation occurs upon exposure to type 2 cytokines, such as IL-4 and IL-13^28,42,43^, or upon ingestion of apoptotic cells^44^. IL-13 can induce fibrosis by stimulating human macrophages to produce TGF-β1 via activation of IL-13Rα2, alternatively termed an IL-13 decoy receptor^45^. M2-macrophage-derived TGF-β1 contributes to various type of tissue fibrosis^28,46,47^, including irradiation-induced pulmonary fibrosis^48^, renal fibrosis induced by acute kidney injury^49^, and chemokine (C-C motif) ligand 4-induced liver fibrosis^50^. Thus, macrophages contribute to fibrosis following M2 differentiation. In contrast, human neutrophils can produce TGF-β1 directly in response to the proinflammatory cytokine TNF-α, highlighting their potential role as a key initiator of pro-fibrotic response under inflammation-dominant conditions.

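Of the 36 pattern recognition receptor genes and their signaling partners in the list, 9 were called higher and 2 lower at 3 h, both over all genes tested and when adjusted over the list alone. The median log2 fold change of the list was 0.29 at 3 h (adjusted p = 0.0275 from limma's camera). Clec4e, not well above background on the sham arrays, rose at least 215-fold and Cd14 rose by 3.37 on the log2 scale, while Tlr12 and Tlr5 were lower, with -1.95 and -1.67. The list no longer passed at 3 h without 3 h replicate 1 (limma adjusted p = 0.101), with normexp background correction (0.568) or with the estimated correlation (0.327), and it passed with fry (0.000516). At 12 h the median was 0.47 with 17 genes called higher.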

Presently, pathway analysis suggested that activation of pattern recognition receptors occurs upstream of IL-6 signaling. Cauterized serosa release DAMPs, which can potentially activate pattern recognition receptors, including toll-like receptors on innate cells, to induce production of IL-6^51^. Alternatively, DAMPs may induce sterile inflammation by activating the inflammasome in these cells to produce biologically active IL-1β, which may subsequently induce IL-6 production^52,53^.

Tocilizumab, an anti-human IL-6Rα monoclonal antibody, has been used for the treatment of chronic inflammatory diseases, such as rheumatoid arthritis^54,55^. Such IL-6-targeting therapy could also be used as a prophylactic measure for the prevention of postsurgical adhesions.

In this study, we focused on the role of IL-6 on the basis of results of microarray analysis and found the importance of IL-6 signaling for the adhesion formation. However, our present study does not exclude the possibility that other proinflammatory cytokine, in particular TNF, contributes to the adhesion formation as well. Intriguingly, IL-6 blockade protected against the adhesion formation, concomitantly with reduction in induction of *Tnf*. This may provide us with a second hypothesis that TNF signaling might be a key for the development of the adhesion as well. We will test this hypothesis, and if this is the case we will address how importantly IL-6 and TNF signalings contribute to the postsurgical adhesion formation.

## Materials and Methods

### Cell lines

Human mesothelial MeT-5A cells (CRL-9444) and HepG2 cells (HB-8065) were purchased from the American Type Culture Collection. Human mesothelial MES-F cells were from Zen-Bio Inc., and human liver myofibroblast cell line LX-2 cells were donated from Professor Scott Friedman at Mount Sinai School of Medicine. All cell lines were maintained at 37°C and 5% CO_2_ in a humidified atmosphere. MeT-5A cells and MES-F cells were cultured in Medium 199 (Gibco) with 10% FBS (Thermo Scientific). HepG2 cells were cultured in RPMI 1640 (Gibco) with 10% FBS. LX-2 cells were cultured in DMEM (Gibco) with 10% FBS.

### Reagents

Recombinant (r) human (h) TNF-α (21-TA), rhIL-6 (206-IL), and rhTGF-β1 (240-B) were purchased from R& D Systems. rhsIL-6Rα(00–06RC) was obtained from Peprotech. Inc. TaqMan Gene Expression Assays of *Ifng* (Mm01168134_m1), *Il6* (Mm00446190_m1), *Tnf* (Mm00443258_m1), *Pai1* (Mm00435858_m1), *Col1a1* (Collagen type 1α1) (Mm00801666_g1), *Tgfb1* (Mm01178820_m1), *Cxcl2* (Mm00436450_m1), *Asma* (Mm00725412_s1), *IL6* (Hs00174131_m1), *TNF* (Hs00174128_m1), *TGFB1* (Hs00998133_m1), *CXCL2* (Hs00601975_m1), and *COL1A1* (Hs00164004_m1) were purchased from Applied Biosystems. Rat anti-mouse IL-6 Rα antibody (MR16-1) was a gift from Chugai Pharmaceuticals Co. Ltd. and anti-human IL-6Rα monoclonal antibody (mAb) was purchased from Chugai Pharmaceuticals Co. Ltd.

### Mice

We purchased C57BL/6 (B6) mice and Wt1GFPCre mice (010911) from Jackson Laboratory. We bred B6 mice and Wt1GFPCre mice under specific pathogen–free conditions at the animal facilities of Hyogo College of Medicine. All animal experiments were performed in accordance with the guidelines of the Institutional Animal Care Committee, Hyogo College of Medicine.

### Mouse model of surgical adhesion formation

We anesthetized mice with 0.15 ml (20% vol/vol) diluted pentobarbital sodium solution (10 mg/ml) and made an anterior midline incision through the abdominal wall. We isolated the cecum and cauterized it using the coagulation mode of bipolar forceps (MERA; 30 W, 500 kHz, 150 Ω) for one second. We closed the incision in two layers with silk sutures. At the indicated time points post operation, serum, injured ceca, adhesion tissues were sampled. At the indicated time point, we added PBS in peritoneal cavity, and sampled the lavage fluid for peritoneal fluid. At 7 days after operation, adhesion formation in the abdominal cavity was investigated. Each mouse was evaluated according to the following standard scoring system, which has been widely used: score 0, no adhesion; score 1, one thin filmy adhesion; score 2, more than one thin adhesion; score 3, thick adhesion with focal point; score 4, thick adhesion with plantar attachment or more than one thick adhesion with focal point; and score 5, very thick vascularized adhesion or more than one plantar adhesion.

### Human samples

Specimens of adhesion tissues and transudates were collected from the patients during hepatectomies or pancreatectomies at the Hyogo College of Medicine (Nishinomiya, Hyogo, Japan) between March 2018 and November 2018. Ascites and sera were sampled at the indicated time points during and after pancreatectomies at the Hyogo College of Medicine between October 2018 and November 2018. All research protocols of these studies were approved by the Ethics Committee of Hyogo University Graduate School of Medicine (approval number 201805-016, 201810-012). All research was in compliance with the terms of the 1964 Declaration of Helsinki and its later amendments or comparable ethical standards. We obtained informed consent with human subject.

### Immunohistochemistry of human samples

Immunohistochemistry was performed to test whether fibrinogen and collagen type I were present in the adhesion lesions and exudates. Tissue specimens were fixed for 24 h in IHC Zinc fixative solution (BD Biosciences) and embedded in paraffin wax before sectioning. Sections of 4 µm thickness for each specimen were prepared on peeling prevention coated slide glass (Matsunami Glass Ind.) and stained with hematoxylin and eosin (H&E). For immunohistochemistry, the sections were preincubated with serum-free protein block (Agilent Technologies) for 30 min at room temperature and primary antibodies for fibrinogen (ab92572, Abcam) and collagen type I (F56, Kyowa Pharma Chemical Co. Ltd.) diluted in PBS were added to each slide overnight at 4 °C. Secondary antibody staining was performed using the Histofine Simple Stain MAX-PO (Nichirei) according to the manufacturer’s instructions. The staining was visualized under a Nikon Eclipse TS-100 microscope (Nikon, Tokyo, Japan).

### Immunohistochemistry of mouse samples

Immunohistochemistry was performed to investigate the presence of fibrinogen, collagen type I, phosphorylated Smad2 and phosphorylated STAT3, and the accumulation of leucocytes and neutrophils in the injured ceca and adhesion tissues. Tissue specimens were fixed for 48 h in 10% buffered formalin and embedded in paraffin wax before sectioning. For immunohistochemistry, the sections were then preincubated with serum-free protein block (Agilent Technologies) for 30 min at room temperature, after antigen retrieval by incubating slides in 0.01 M Citrate buffer pH 6.0 in 95°C water bath for 30 min. Primary antibodies specific for collagen type I (ab34710, Abcam), fibrinogen (ab27913, Abcam), phosphorylated Smad2 (ab188334, Abcam), phosphorylated STAT3 (ab76315 Abcam), CD3 (18-0102 Invitrogen), B220 (BD Bioscience 550286), F4/80 (BMA Biomedicals T-2006), Ly6G (551459, BD Biosciences), and CD45 (550539 BD Biosciences) were used. Secondary antibody staining was performed using Histofine Simple Stain Mouse MAX-PO (Nichirei) according to the manufacturer’s instructions. The staining was visualized under a Nikon Eclipse TS-100 microscope (Nikon, Tokyo, Japan). In some experiments, we measured histochemical intensity by image analysis using ImageJ^7,8^.

### Immunofluorescent staining with confocal microscopy

For immunofluorescent multiple immunostaining, tissue samples were fixed in 10% buffered formalin and embedded in paraffin wax. In order to investigate cells expressing mesothelial markers in the adhesion tissues, triple fluorescent immunostaining with antibodies for PDPN (ab11936, Abcam), WT-1 (ab89901, Abcam) and α-SMA (ab124964, Abcam) was performed. To investigate proliferation of PDPN-positive cells in damaged ceca and adhesion tissues, double immunostaining was performed with antibodies against PDPN and Ki-67 (#12202 Cell signaling). In order to investigate whether neutrophils and/or mesothelial cells express TGF-β1, IL-6, and/or TNF-α, double immunostaining of TGF-β1, IL-6, and TNF-α in combination with Ly6G or α-SMA was performed. Antibody against for TGF-β1 (ab170874) was purchased from Abcam, and antibodies against for IL-6 (21865-1-AP) and TNF-α (17590-1-AP) were from Proteintech Group Inc. Fluorochrome labeling was performed with Opal 4-color fluorescent IHC kit (NEL820001KT, PerkinElmer) and viewed under a Zeiss LSM780 confocal microscope and documented using LSM780 software.

### Quantitative reverse transcription PCR (qRT-PCR)

We extracted total RNA from the murine tissue samples, MeT-5A cells (human), and human neutrophils with the RNeasy Plus Mini Kit (Qiagen) and synthesized the cDNA using SuperScript III RNase H−Reverse Transcriptase (Invitrogen). We performed qRT-PCR with a StepOnePlus Real-Time PCR System (Applied Biosystems). The results were analysed with StepOne software v.2.0 (Life Technologies). The fold change of each gene expression was analyzed using the 2−ΔΔCt method. According to the 2−ΔΔCt method, each Ct value was first normalized to the internal reference gene (18 S ribosomal RNA, Hs99999901_s1) of the sample and, afterward, to the controls.

### Enzyme-linked immunosorbent assay

We measured the abundance of IL-6, TNF-α, TGF-β1 and sIL-6Rα in sera of mice with mouse ELISA kits of IL-6 (M6000B, R&D Systems), TNF-α (MTA00B, R&D Systems), TGF-β1 (MB100B, R&D Systems), and sIL-6Rα (DY1830, R&D Systems), respectively. The abundance of IL-6 in human sera and ascites was measured by a human ELISA kits of IL-6 (D6050, R&D Systems).

### Microarray analysis

Total RNA was isolated from mouse cecum tissues at 3 h, 12 h and 72 h after cauterization and at 0 h after the sham operation. After fragmentation of complementary RNA, microarray studies were performed using an Agilent SurePrint G3 Mouse GE v2 8 × 60 K Microarray Kit (Design ID 74809, Agilent Technologies). The arrays were scanned using an Agilent SureScan G4900DA (Agilent Technologies). Data analysis was performed with GeneSpring GX 14.9 (Agilent Technologies). Signal intensities for each probe were normalized to the 75th percentile without baseline transformation. 

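The 75th percentile of the processed intensity was between 280.1 and 308.3 on the sham arrays, 263.2 and 278.2 at 3 h, 316 and 320.4 at 12 h, and 351.1 and 374.5 at 72 h. With the percentile taken over probes above background on all 12 arrays, 3004, 3502 and 3223 genes were called at the time points in order, and with quantile normalization 2440, 3217 and 2949. Normexp background correction gave 838, 1328 and 1258.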

Genes that were differentially expressed in comparison to the sham control were selected with the thresholds, which showed a fold change more than 2 and a false discovery rate (FDR) adjusted P-value less than 0.05, for further pathway analysis. All data are MIAME compliant, and the raw data have been deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo, accession no. GSE123413).

### Knowledge-based pathway analysis and multivariate analysis

To explore the biological interpretation of the transcriptome data, pathway analysis was performed using knowledge-based functional analysis software Ingenuity Pathways Analysis (Ingenuity Systems, Mountain View, CA, USA)^56^ as previously described^57^. With details, “Disease and bio function analysis”, “Canonical pathway analysis” and “Upstream regulator analysis” were performed to identify upstream regulatory molecules and associated pathways of the observed expression changes. Upstream regulator analysis is one of the causal analytics algorithms in IPA that was developed to identify the upstream molecules in the data set that can explain the observed expression changes. One of the statistical measures of IPA is the activation z-score, which can be used to find likely regulating molecules based on a statistically significant pattern match of up- and down-regulation, and also to predict the activation state (either activated or inhibited) of a putative regulator. An absolute z-score more than 2 was considered as significant. Unsupervised principle component analysis (PCA) was run using R.

### Human neutrophil isolation and culture

Human neutrophils were isolated from healthy donor blood by the MACSxpress Whole Blood Neutrophil isolation kit (130-104-434, Miltenyi Biotec). The cell viability was evaluated by trypan blue dye exclusion (15-250-061, Gibco). The neutrophils (1 × 10^6^ cells/ml) in RPMI 1640 with 10% FBS were incubated with various recombinant cytokines for 18 h at 37 °C and 5% CO2.

### Neutrophil depletion

Mice were injected intraperitoneally with 500 μg of the monoclonal antibody against anti-Ly6G (Bio X Cell) at 1 day before operation and 2 days and 5 days after operation. Control mice were injected with an equivalent amount of an isotype control IgG2a, clone 2A3 (Bio X Cell). At 7days after operation, adhesion formation was evaluated macroscopically.

### Culture of mesothelial cells

MeT-5A cells (3 × 10^5^ cells were seeded in 3.5 cm dish in in RPMI containing 10% FBS) were incubated with various rh cytokines for 24 h at 37 °C and 5% CO2.

### IL-6 Receptor α blockade

In order to block IL-6 receptor α, MR16-1 (2 or 10 mg) was intraperitoneally injected into mice at 1 day before operation. In both experiments, control mice were injected with an equivalent amount of ChromPure Rat IgG (Bio X Cell).

### Western blotting

Human cells were homogenized in sample buffer (62.5 mmol/l Tris-HCl, pH 6.8, 2% sodium dodecyl sulfate (SDS), 1 mM NaF, 1 mM Na3VO4, and 10% glycerol), and boiled for 10 min. Samples were separated by SDS polyacrylamide gel electrophoresis (5–20% gradient gel; ATTO) and electroblotted onto polyvinylidene difluoride membrane (Millipore). Detection of proteins of interest was performed with specific antibodies and immunoreactive bands were captured using a LAS-3000 imaging system (Fujifilm). Antibodies specific for gp130 (#3732), TNFαR-1 (#3736), PAI-1 (#11907) STAT3 (#12640), phospholyrated-STAT3 (#9145), Smad2/3 (#8685) and phospholylated-Smad2/3 (#8828) were purchased from Cell Signaling. Antibodies specific for collagen type I (ab34710) and αSMA (ab124964) were purchased from Abcam. Antibodies specific for TGF-βR1 (sc-9048) and IL-6Rα (cat.no. sc-661) were purchased from Santa Cruz Biotechnology. Antibody for IFNγR (GTX54333) and β-actin (A1978) was purchased from Gene Tex Inc. and Santa Cruz Biotechnology, Inc. and Sigma-Aldrich., respectively.

### Wound healing

After being anesthetized, backs of mice were shaved, and remnant hairs were removed by depilatory cream (Epilat, Kracie Holdings). Two full-thickness excisional skin wounds were performed on either side of dorsal midline using a disposable sterile 6-mm biopsy punch (Kai Industries, Japan). Each wound was photographed at the indicated time points, and wound area (mm^2^) was calculated with Image software (version 1.48j, NIH).

### Statistical analyses

Data are given as means ± SEM. We performed statistical comparisons between two experimental groups by Student’s paired t-test. Among more than three experimental groups, statistical comparisons were performed by Dunnett’s test. All statistical analyses were performed by using Prism GraphPad Prism5 software (Graphpad Software version 7). We considered a P value < 0.05 as significantly different.

### Ethical approval and informed consent

All animal experiments were performed in accordance with the guidelines of and approved by the Institutional Animal Care Committee, Hyogo College of Medicine. All research protocols for human studies were approved by the Ethics Committee of Hyogo University Graduate School of Medicine (approval number 201805-016, 201810-012). All research was in compliance with the terms of the 1964 Declaration of Helsinki and its later amendments or comparable ethical standards. We obtained informed consent with human subject.

## Supplementary information

supplementary Information

## Data Availability

All microarray data are MIAME compliant, and the raw data have been deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo, accession no. GSE123413 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE123413). All data needed to evaluate the conclusions in the paper are present in the paper or the Supplementary Figures.

## References

[1] Holmdahl L (1999). Making and covering of surgical footprints. Lancet.

[2] Cheong YC (2001). Peritoneal healing and adhesion formation/reformation. Human reproduction update.

[3] Diamond MP, Freeman ML (2001). Clinical implications of postsurgical adhesions. Human reproduction update.

[4] Vrijland WW, Jeekel J, van Geldorp HJ, Swank DJ, Bonjer HJ (2003). Abdominal adhesions: intestinal obstruction, pain, and infertility. Surgical endoscopy.

[5] Schnüriger B (2011). Prevention of postoperative peritoneal adhesions: a review of the literature. Am J Sur.

[6] Cesarman-Maus G, Hajjar KA (2005). Molecular mechanisms of fibrinolysis. British journal of haematology.

[7] Kosaka H, Yoshimoto T, Fujimoto J, Nakanishi K (2008). Interferon-gamma is a therapeutic target molecule for prevention of postoperative adhesion formation. Nat. Med..

[8] Ohashi K (2014). Interferon gamma and plasminogen activator inhibitor 1 regulate adhesion formation after partial hepatectomy. The British journal of surgery.

[9] Isaza-Restrepo A, Martin-Saavedra JS, Velez-Leal JL, Vargas-Barato F, Riveros-Duenas R (2018). The Peritoneum: Beyond the Tissue - A Review. Frontiers in physiology.

[10] Hinz B (2007). The myofibroblast: one function, multiple origins. The American journal of pathology.

[11] Hinz B (2012). Recent developments in myofibroblast biology: paradigms for connective tissue remodeling. The American journal of pathology.

[12] Tsai Jonathan M., Sinha Rahul, Seita Jun, Fernhoff Nathaniel, Christ Simon, Koopmans Tim, Krampitz Geoffrey W., McKenna Kelly M., Xing Liujing, Sandholzer Michael, Sales Jennifer Horatia, Shoham Maia, McCracken Melissa, Joubert Lydia-Marie, Gordon Sydney R., Poux Nicolas, Wernig Gerlinde, Norton Jeffrey A., Weissman Irving L., Rinkevich Yuval (2018). Surgical adhesions in mice are derived from mesothelial cells and can be targeted by antibodies against mesothelial markers. Science Translational Medicine.

[13] Cheng Y, Ma XL, Wei YQ, Wei XW (2019). Potential roles and targeted therapy of the CXCLs/CXCR2 axis in cancer and inflammatory diseases. Biochimica et biophysica acta. Reviews on cancer.

[14] Daley JM, Thomay AA, Connolly MD, Reichner JS, Albina JE (2008). Use of Ly6G-specific monoclonal antibody to deplete neutrophils in mice. Journal of leukocyte biology.

[15] Meng XM, Nikolic-Paterson DJ, Lan HY (2016). TGF-beta: the master regulator of fibrosis. Nature reviews. Nephrology.

[16] Fabregat I (2016). TGF-beta signalling and liver disease. Febs J.

[17] Aschner Y, Downey GP (2016). Transforming Growth Factor-beta: Master Regulator of the Respiratory System in Health and Disease. American journal of respiratory cell and molecular biology.

[18] Biancheri P (2014). The role of transforming growth factor (TGF)-beta in modulating the immune response and fibrogenesis in the gut. Cytokine & growth factor reviews.

[19] Holmdahl L (2001). Overproduction of transforming growth factor-beta1 (TGF-beta1) is associated with adhesion formation and peritoneal fibrinolytic impairment. Surgery.

[20] Gorvy DA, Herrick SE, Shah M, Ferguson MW (2005). Experimental manipulation of transforming growth factor-beta isoforms significantly affects adhesion formation in a murine surgical model. The American journal of pathology.

[21] Garbers C, Heink S, Korn T, Rose-John S (2018). Interleukin-6: designing specific therapeutics for a complex cytokine. Nature reviews. Drug discovery.

[22] Lokau J, Agthe M, Flynn CM, Garbers C (2017). Proteolytic control of Interleukin-11 and Interleukin-6 biology. Biochimica et biophysica acta. Molecular cell research.

[23] Sandoval P (2016). Mesothelial-to-mesenchymal transition in the pathogenesis of post-surgical peritoneal adhesions. The Journal of pathology.

[24] Jin X, Ren S, Macarak E, Rosenbloom J (2015). Pathobiological mechanisms of peritoneal adhesions: The mesenchymal transition of rat peritoneal mesothelial cells induced by TGF-β1 and IL-6 requires activation of Erk1/2 and Smad2 linker region phosphorylation. Matrix Biol.

[25] O’Reilly S, Ciechomska M, Cant R, Hugle T, van Laar JM (2012). Interleukin-6, its role in fibrosing conditions. Cytokine & growth factor reviews.

[26] Natsume M (1999). Attenuated liver fibrosis and depressed serum albumin levels in carbon tetrachloride-treated IL-6-deficient mice. Journal of leukocyte biology.

[27] Zhang WR (2012). Interleukin 6 Underlies Angiotensin II-Induced Hypertension and Chronic Renal Damage. Hypertension.

[28] Gieseck RL, Wilson MS, Wynn TA (2018). Type 2 immunity in tissue repair and fibrosis. Nat Rev Immunol.

[29] Wipff P-J, Rifkin DB, Meister J-J, Hinz B (2007). Myofi broblast contraction activates latent TGF-β1 from the extracellular matrix. The Journal of cell biology.

[30] Perez-Ruiz F, Dalbeth N, Bardin T (2015). A review of uric acid, crystal deposition disease, and gout. Advances in therapy.

[31] Steiger S, Harper JL (2013). Neutrophil Cannibalism Triggers Transforming Growth Factor 1 Production and Self Regulation of Neutrophil Inflammatory Function in Monosodium Urate Monohydrate Crystal–Induced Inflammation in Mice. Arthritis and rheumatism.

[32] Chua F (2007). Mice lacking neutrohil elastase are resistant to bleomycin induced pulmonary fibrosis. The American journal of pathology.

[33] Gregory AD (2015). Neutrophil elastase promotes myofibroblast differentiation in lung fibrosis. Journal of leukocyte biology.

[34] Narazaki, M. & Kishimoto, T. The Two-Faced Cytokine IL-6 in Host Defense and Diseases. *International journal of molecular sciences*, **19**(2018).10.3390/ijms19113528PMC627471730423923

[35] Kishimoto T, Taga T, Akira S (1994). Cytokine signal transduction. Cell.

[36] Van Wagoner NJ, Oh JW, Repovic P, Benveniste EN (1999). Interleukin-6 (IL-6) production by astrocytes: autocrine regulation by IL-6 and the soluble IL-6 receptor. The Journal of neuroscience: the official journal of the Society for Neuroscience.

[37] Franchimont N, Rydziel S, Canalis E (1997). Interleukin 6 is autoregulated by transcriptional mechanisms in cultures of rat osteoblastic cells. The Journal of clinical investigation.

[38] Narikawa M (2018). Acute Hyperthermia Inhibits TGF-beta1-induced Cardiac Fibroblast Activation via Suppression of Akt Signaling. Scientific reports.

[39] Sharkey DJ (2012). TGF-beta mediates proinflammatory seminal fluid signaling in human cervical epithelial cells. J Immunol.

[40] Chung DR (2002). CD4+ T cells regulate surgical and postinfectious adhesion formation. The Journal of experimental medicine.

[41] Wang G (2014). Role of IL-17 and TGF-beta in peritoneal adhesion formation after surgical trauma. *Wound repair and regeneration: official publication of the Wound Healing Society [and] the European Tissue Repair*. Society.

[42] Wynn TA (2015). Type 2 cytokines: methanisms and therapeutics strategies. Nature reviews. Immunology.

[43] Meng XM, Ming-Kuen Tang P, Yao Lan H (2015). Macrophage Phenotype in Kidney Injury and Repair. Kidney Dis.

[44] Fadok VA (1998). Macrophages That Have Ingested Apoptotic Cells *In Vitro* Inhibit Proinflammatory Cytokine Production Through Autocrine Paracrine Mechanisms Involving TGFb, PGE2, and PAF. The Journal of clinical investigation.

[45] Fichtner-Feigl S, Strober W, Kawakami K, Puri RK, Kitani A (2006). IL-13 signaling through the IL-13alpha2 receptor is involved in induction of TGF-b1 production and fibrosis. Nature medicine.

[46] Wynn TA, Vannella KM (2016). Macrophages in Tissue Repair, Regeneration, and Fibrosis. Immunity.

[47] Teodoro Braga, T., Sebastian Henao Agudelo, J. & Oslsen Saraiva Caara, N. Macrophages During the Fibrotic Process: M2 as Friend and Foe. *Front Immunol*, **6**, Article 602 (2015).10.3389/fimmu.2015.00602PMC465843126635814

[48] Chung SI (2016). IL-13 is a therapeutic target in radiation lung injury. Sci Rep.

[49] Conway B, Hughes J (2012). Cellular orchestrators of renal fibrosis. QJ Med.

[50] Pradere J-P (2013). Hepatic Macrophages But Not Dendritic Cells Contribute to Liver Fibrosis by Promoting the Survival of Activated Hepatic Stellate Cells in Mice. Hepatology.

[51] Braza F, Brouard S, Chadban S, Goldstein DR (2016). Role of TLRs and DAMPs in allograft inflammation and transplant outcomes. Nature reviews. Nephrology.

[52] Imaeda AB (2009). Acetaminophen-induced hepatotoxicity in mice is dependent on Tlr9 and the Nalp3 inflammasome. Journal of Clinical Investigation.

[53] Tsutsui H, Cai X, Hayashi S (2015). Interleukin-1 Family Cytokines in Liver Diseases. Mediators of inflammation.

[54] Bae SC, Lee YH (2018). Comparison of the efficacy and tolerability of tocilizumab, sarilumab, and sirukumab in patients with active rheumatoid arthritis: a Bayesian network meta-analysis of randomized controlled trials. Clinical rheumatology.

[55] Tarp S (2016). Efficacy and safety of biological agents for systemic juvenile idiopathic arthritis: a systematic review and meta-analysis of randomized trials. Rheumatology.

[56] Kramer A, Green J, Pollard J, Tugendreich S (2014). Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics.

[57] Qin XY (2017). Transcriptome Analysis Uncovers a Growth-Promoting Activity of Orosomucoid-1 on Hepatocytes. EBioMedicine.

How the deposited data were processed for this re-analysis (not part of the article)

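Gene expression was measured in the cecum of 12 mice, 3 in each of 4 groups, namely a sham control (0 h) and tissue at 3, 12 or 72 h from cauterization. The samples were grouped by condition from the sample labels and the paper's methods, which give the time of the sham control.

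The authors deposited the scanner output of each array, in which each spot has a background-corrected intensity on a linear scale, made with Agilent Feature Extraction and not yet normalized between arrays. The authors also deposited a table of log2 values, scaled to the 75th percentile in GeneSpring according to the paper and centred on each row's median as the values show. Probe coordinates are those of mm9 in the scanner output. Gene names are those of the array design. A symbol was given for 45339 probes by the scanner output and for 289 more through their RefSeq accession, and 10977 probes had no symbol. No genome sequence of this build was used here, so exons were not assigned.

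From these values, log2 intensity minus the 75th percentile of the non-control probes of each array was computed. Spots flagged as outliers were left out, spots of 1 probe were averaged, and control spots were not used. Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes) on 4 group means over all 12 arrays, with Benjamini-Hochberg adjustment over 56605 probes. A gene was called at a fold change above 2 and an adjusted p below 0.05. Differences among the 4 groups were tested with limma's moderated F-test. Gene lists were tested with camera at a preset correlation of 0.01, on 1 probe per gene. Component scores were compared with exact permutation tests. A probe not well above background on all arrays of a group was given a lower bound of its fold change. Tables were read with Python 3.11.15 and data.table 1.17.8, and Dunnett's test used mvtnorm 1.3.3.

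The precision is limited by 3 arrays per group. The fits were tested on simulated data with 200 changed genes among 37080. The noise had each probe's spread on the real arrays, but it was drawn independently between genes and arrays and held no slide effect. For the 3 h comparison, 63% of genes changed by 1.5 on the log2 scale were recovered, 85.5% of those changed by 2.5 and 97% of those changed by 4, with 6, 2 and 1 unchanged genes called. In a simulation of the 12 h comparison, 1 raised list was found and 0 of the other tests passed. Without correlation between genes, this does not show how often an unchanged list passes on the real arrays.

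The lists were chemokines and receptors, leukocyte adhesion and migration, IL-6 signaling components, IL-6 and STAT3 induced genes, pattern recognition receptors, markers of neutrophils, macrophages, T cells, B cells, mesothelial cells, smooth muscle and epithelium, myofibroblast and matrix genes, evening and morning clock genes, and genes of heat shock, glucocorticoid response, interferon-γ response and proliferation. They were written by hand, since the pathway software of the paper was not used here. By a rule set before the data were examined, the genes to be named were the genes the paper names, the 5 largest rises and falls per time point among called genes above background in both groups with no overlap of arrays, up to 5 members per list with the largest change at the time discussed, members called against their list, and genes that check the sex of the mice. The text departs from this rule, because it does not name all of the genes the paper names, of the largest rises and falls, of the largest changes per list or of the members called against their list. Xist was well above background on all 12 arrays, while Ddx3y and Eif2s3y were so on 0. Uty was above background on 1 sham array, and the brightest of the 6 probes of Kdm5d was above background on all 12 arrays.

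Alternatives, set before the data were examined, were quantile normalization, the 75th percentile over probes above background, normexp background correction with an offset of 50, the authors' table, a filter and a floor on dim probes, outlier spots kept, slide and replicate number as blocks, eBayes with trend and robust, each time point against sham alone, the methods' t-test, an unpaired t-test, Dunnett's test, other counting rules and thresholds, treat, scaled components, fry, an estimated correlation, the mean of all probes of a gene, and leaving out each array.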

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

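The tests of the mesothelial and Ly6g patterns were chosen only after the result was seen, as was the count over markers above background. The other tests were set beforehand. With 3 arrays per group, no group was large enough to look for single arrays far from the others.

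Col1a1 changed direction between time points, with a log2 fold change of -1.63 at 12 h and 3.00 at 72 h against the sham control, and the 72 h minus 12 h difference was 4.63 (limma adjusted p = 4.37e-05). The difference ranged from 3.49 to 4.96 over 23 alternatives and stayed past the threshold in all of them, slide as a block included. Of the 4 probes of Col1a1, 3 were above background on all arrays and fell at 12 h and rose at 72 h. A scaling artifact is argued against by these alternatives, and a biological change with time after cauterization stays open. By qRT-PCR, the paper reports a rise of Col1a1 that came after those of the proinflammatory transcripts. Its text describes no earlier fall.

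Wt1 was near the sham level at 12 h (log2 fold change 0.20) and higher at 72 h (4.40), a difference of 4.20 (limma adjusted p = 0.00128). This difference stayed past the threshold in all 23 alternatives, from 3.03 to 4.66. A second probe of Wt1 gave 1.78 at 72 h. Against sham alone, with slide as a block, Wt1 at 72 h was 3.04 (limma adjusted p = 0.129) and no longer past the threshold. The slide can be told apart from the 72 h group only through 1 array.

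Ly6g fell from a log2 fold change of 3.65 at 12 h to -0.08 at 72 h, a difference of -3.73 (limma adjusted p = 0.0019), which ranged from -4.03 to -3.52 over 23 alternatives. Ly6g has 1 probe and its sham arrays varied widely, with an SD of 1.39. A return of all neutrophil transcripts to the sham level is argued against, because 13 of the 17 other neutrophil markers were still called higher at 72 h and 2 of the 17 were called lower at 72 h than at 12 h. Some of these markers, such as S100a8 and S100a9, can be expressed by other cells, and 8 of the 18 are in another list. A change in the maturity of the neutrophils, a limit of the 1 probe and expression of the other markers by other cells stay open, and none was tested.

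Il6ra was called at 12 h, though not in 7 of 23 alternatives, and not at 3 h, and the 12 h minus 3 h difference was 1.33 (limma adjusted p = 0.00126). It was no longer called with the mean of all probes of the gene, at 0.67 (limma adjusted p = 0.34), so that its 2 probes did not move alike. Ptprc differed by 1.35 between the same times (limma adjusted p = 0.0472), and 15 of 23 alternatives took it below the threshold, 11 of them with 1 of the 12 arrays left out. Without 3 h replicate 1 it was 0.88. For Ptprc no explanation was tested, and the difference is marginal.

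Heat shock genes were higher at 3 h, with a median log2 fold change of 1.18 (limma's camera adjusted p = 4.85e-10) and 9 of 12 genes called higher, and at 12 h, with a median of 1.01 (adjusted p = 9.07e-09) and 6 of 12. Hspa1a rose by 6.20 at 3 h. The medians stayed between 0.91 and 1.24 at 3 h and between 0.89 and 1.17 at 12 h over the alternatives, while the estimated correlation gave limma adjusted p = 0.114 and 0.139, the largest over the alternatives, against 6.12e-12 and 2.27e-11 as the smallest. Glucocorticoid-induced genes were higher at 3 h, with a median of 1.14 (adjusted p = 2.5e-05) and 6 of 11 called higher and 1 lower, and passed under all alternatives run, with the largest adjusted p of 0.0344. The sham control was taken at 0 h, so that heat from the cautery, surgical stress and time since surgery all stay open, and none was tested.

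Smooth muscle markers were lower at 12 h, with a median log2 fold change of -1.48 (limma's camera adjusted p = 4.85e-10) and 12 of 13 called lower, and at 72 h, with a median of -1.45 (adjusted p = 5.14e-08) and 9 of 13. With the estimated correlation the limma adjusted p was 0.146 and 0.215, against 4.03e-12 and 2.01e-13 as the smallest over the alternatives. Of 39 combinations of marker and time point, 13 differed from the mean change of the list, all markers being above background on all arrays. This does not exclude a lower share of muscle in the sampled tissue as the only cause, because markers that fell less may also come from other cells. Myh11 differed from the list's mean change by -0.96 at 72 h (limma adjusted p = 2.76e-07 over the list). A lower share, a change in muscle transcription, or both together stay open.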

How the results depend on the processing

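The tests of this part were planned except the reading of the slide block through its standard error, the share of dim genes under normexp and the correlation of components between settings, which were chosen after the results were seen. No result changed sign while called under any alternative. Of the values of single named genes under the alternatives, 10151 kept their side of the threshold, 284 lost it and 71 gained it. The scan date divided the arrays as the slide did and was not run separately.

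The counts of genes at the 3 time points stayed within 1.5 times of 2732, 3360 and 3282 under quantile normalization, the percentile over probes above background, the authors' table, the floor, the filter on dim probes, outlier spots kept, eBayes with trend and robust and each time point fitted alone. Without single arrays they ranged from 2164 to 2848 at 3 h, 2840 to 3662 at 12 h and 2740 to 3310 at 72 h. Normexp gave 838, 1328 and 1258, with 574 and 1066 genes between 12 h and 3 h and between 72 h and 12 h. The unpaired t-test gave 1658, 2190 and 1505 after adjustment, and 2880, 3502 and 3404 before it. Dunnett's test gave 1921, 2545 and 2186, of which the last is beyond 1.5 times. Counting all probes gave 4148, 5059 and 4673. A fold change above 1.5 gave 5219, 6036 and 5950, with 2560 and 5229 between time points, one above 3 gave 1096, 1579 and 1461, with 455 and 1163, and no threshold gave 6934, 7852 and 7681, with 3327 and 6872. Treat gave 370, 729 and 534, with 13 and 241, since it tests the threshold itself. The share of higher genes at 72 h was 51.4%, and 62.8% with quantile normalization. With normexp it was 75.3% at 3 h, 62.2% at 12 h and 69.2% at 72 h, against 44.3%, 45.3% and 51.4%. The threshold also moved the balance. Above 3-fold 631 genes were higher and 465 lower at 3 h and 907 higher and 672 lower at 12 h, and above 1.5-fold 2467 were higher and 3483 lower at 72 h. With each time point fitted alone, 1514 were higher and 1547 lower at 72 h.

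Genes differing among the 4 groups numbered 14589, and 31473 with normexp. Part of this rise comes from the construction of that setting, because 12738 of the 13227 genes not above background in any group differed under it, against 1139 otherwise. The cause of the rest of the rise was not tested. The offset makes dim probes nearly constant, and the shift to the 75th percentile then moves them together, by a median of -0.24 at 72 h.

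With slide as a block, 1152 genes were called at 72 h, 1225 between 72 h and 12 h, and 9320 among the 4 groups. Only 1 array, 12 h replicate 3, links the slides, and the standard errors at 72 h were 1.81 times as large. With the unblocked fold changes and the blocked standard errors, 521 genes would have been called at 72 h, so that the wider error alone is enough for a loss of this size. Of the 3282 genes, 3259 kept their direction under the block, 2494 of them with a fold change above 2, and the fold changes correlated by 0.968 across these genes. The log2 fold change of Tnf at 72 h was 2.94 under the block and no longer past the threshold.

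The replicate numbers do not pair the arrays, because only 4 of 18 pairs of arrays with the same number had a correlation of deviations over 0.1, and the range was -0.308 to 0.189. The replicate block gave 2613, 3247 and 3160 genes, and it moved no list test across its threshold and no count by over 1.5 times. Genes differing among the 4 groups numbered 12747 under it, and those between 12 h and 3 h and between 72 h and 12 h 1116 and 2612. Of the values of single named genes, 7 lost the call and 2 gained it, among the former the 12 h minus 3 h differences of Tnf (limma adjusted p = 0.0562) and Ptprc (0.0643). The methods' t-test, which is paired, was run on pairs that share only a number and called 0, 0 and 0 genes after adjustment and 2213, 2841 and 2627 at an unadjusted p below 0.05, where limma called 2732, 3360 and 3282 after adjustment. With 3 pairs, the spread of each probe rests on 2 degrees of freedom.

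The first component held 28.7% of the variance, and 40.9% with normexp, 35.9% with the floor, 37.8% without dim probes, 36% with the slide effect removed, 30.2% with scaled probes and from 28.3% to 32.8% without single arrays. The position of the 72 h group between sham (0) and 12 h (100) was 31.8%, and 252% with normexp, 49.2% with the floor, 54.5% without dim probes, 149% with the slide effect removed, -193% with scaled probes and from -142% to 59.8% without single arrays. That of the 3 h group was 88.0%, and 80.2% with quantile normalization, -23.4% with normexp, 81.3% with the floor, 80.8% without dim probes, 40.6% with the slide effect removed, 277% with scaled probes and from 73.3% to 171% without single arrays. Under normexp and with the slide effect removed, the first component followed the second component of the unchanged setting (correlation in size 0.986 and 0.964). These positions therefore lie on another axis. For the fits without single arrays this correlation was not computed, so whether their positions lie on the same axis is not known.

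Ifng was not called at any time point under the chosen setting. Its fitted log2 difference of 2.44 at 3 h and 2.305 at 12 h were called by eBayes with trend and robust. Without single arrays it ranged from 1.86 to 3.02 at 3 h, 1.92 to 2.88 at 12 h and 1.21 to 2.58 at 72 h, and it was called at 3 h and 12 h without sham replicate 3, 72 h replicate 1 or 72 h replicate 3, and at 72 h without 72 h replicate 3. It was well above background on 0 of 3 sham arrays and 5 of the 9 others, which limits what the arrays can show for it.

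Quantile normalization took the adjusted p of these lists above 0.05, with 0.0722 for T cell markers (3 h), 0.0591 for mesothelial markers (3 h) and 0.167 for interferon-γ induced genes (72 h). Quantile normalization brought the adjusted p of these lists below 0.05, with 0.0464 for proliferation genes (3 h). The percentile over probes above background took the adjusted p of these lists above 0.05, with 0.0605 for myofibroblast and matrix genes (12 h). The percentile over probes above background brought the adjusted p of these lists below 0.05, with 0.0381 for interferon-γ induced genes (3 h). Normexp took the adjusted p of these lists above 0.05, with 0.568 for pattern recognition receptors (3 h), 0.0601 for mesothelial markers (3 h), 0.418 for myofibroblast and matrix genes (12 h) and 0.134 for epithelial markers (72 h). Normexp brought the adjusted p of these lists below 0.05, with 0.0108 for myofibroblast and matrix genes (3 h), 0.00212 for proliferation genes (3 h), 0.0218 for T cell markers (12 h), 0.0154 for glucocorticoid induced genes (12 h) and 0.012 for glucocorticoid induced genes (72 h). The floor on dim values took the adjusted p of these lists above 0.05, with 0.06 for T cell markers (3 h), 0.108 for mesothelial markers (3 h) and 0.11 for interferon-γ induced genes (72 h). The floor on dim values brought the adjusted p of these lists below 0.05, with 0.0131 for epithelial markers (3 h). Leaving out dim probes took the adjusted p of these lists above 0.05, with 0.114 for T cell markers (3 h), 0.0812 for mesothelial markers (3 h), 0.114 for myofibroblast and matrix genes (12 h), 0.076 for heat shock genes (72 h) and 0.114 for interferon-γ induced genes (72 h). Leaving out dim probes brought the adjusted p of these lists below 0.05, with 0.0461 for epithelial markers (3 h). Slide as a block took the adjusted p of these lists above 0.05, with 0.0766 for myofibroblast and matrix genes (12 h) and 0.279 for interferon-γ induced genes (72 h). The eBayes fit with trend and robust took the adjusted p of these lists above 0.05, with 0.0518 for interferon-γ induced genes (72 h). Fry took the adjusted p of these lists above 0.05, with 0.326 for T cell markers (3 h), 0.202 for B cell markers (3 h), 0.323 for myofibroblast and matrix genes (12 h), 0.337 for heat shock genes (72 h) and 0.467 for interferon-γ induced genes (72 h). Fry brought the adjusted p of these lists below 0.05, with 0.0384 for macrophage markers (12 h) and 0.000434 for glucocorticoid induced genes (12 h). The estimated correlation took the adjusted p of these lists above 0.05, with 0.0901 for chemokines and receptors (3 h), 0.103 for leukocyte adhesion and migration (3 h), 0.0715 for IL-6 and STAT3 induced genes (3 h), 0.327 for pattern recognition receptors (3 h), 0.0865 for neutrophil markers (3 h), 0.714 for T cell markers (3 h), 0.642 for B cell markers (3 h), 0.373 for mesothelial markers (3 h), 0.221 for smooth muscle markers (3 h), 0.114 for heat shock genes (3 h), 0.724 for myofibroblast and matrix genes (12 h), 0.146 for smooth muscle markers (12 h), 0.139 for heat shock genes (12 h), 0.327 for interferon-γ induced genes (12 h), 0.0619 for pattern recognition receptors (72 h), 0.139 for mesothelial markers (72 h), 0.0778 for myofibroblast and matrix genes (72 h), 0.215 for smooth muscle markers (72 h), 0.255 for epithelial markers (72 h), 0.644 for heat shock genes (72 h) and 0.714 for interferon-γ induced genes (72 h). The cause was not tested for these lists.

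With each array left out in turn, the adjusted p of some lists crossed the threshold. It ranged from 1.19e-06 to 0.152 for B cell markers (3 h), from 0.036 to 0.521 for B cell markers (72 h), from 0.0462 to 0.401 for clock evening genes (12 h), from 0.0163 to 0.138 for epithelial markers (3 h), from 0.000955 to 0.166 for heat shock genes (72 h), from 0.0131 to 0.361 for interferon-γ induced genes (3 h), from 0.00303 to 0.345 for interferon-γ induced genes (72 h), from 0.00392 to 0.0744 for myofibroblast and matrix genes (12 h), from 0.021 to 0.166 for myofibroblast and matrix genes (3 h), from 0.00596 to 0.101 for pattern recognition receptors (3 h), from 0.00563 to 0.725 for proliferation genes (12 h), from 9e-05 to 0.812 for proliferation genes (3 h), from 0.00386 to 0.818 for proliferation genes (72 h), from 0.0162 to 0.809 for T cell markers (12 h) and from 0.00011 to 0.199 for T cell markers (3 h).

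Signal over background limits the calls, because 331 of the genes called at 3 h, 416 at 12 h and 572 at 72 h had a probe that was not above background in either group.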

Differences from the paper's values

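No value computed under the main setting was more than 1.5 times the paper's or the reverse, while many counts under the alternatives were. The paper's value of 28.6% for the first component stands beside 28.7%, and 28.6% both with the authors' table and with outlier spots kept. The paper's counts of 3957, 4962 and 4370 genes at the 3 time points stand beside 2732, 3360 and 3282. Closest were the counts of all probes, 4148, 5059 and 4673, and of genes with any called probe, 3512, 4097 and 3931. A fold change above 1.5 gave 5219, 6036 and 5950 and also stayed within 1.5 times at all 3 time points. At all 3 time points the counts differed from the paper's by more than 1.5 times with normexp, the floor, the filter on dim probes, Dunnett's test, the methods' t-test, the adjusted unpaired t-test, treat, a fold change above 3 and no threshold, and without sham replicate 1 or 2. They did so at some time points with quantile normalization and the replicate block (3 h and 12 h), slide as a block (72 h), each time point fitted alone (3 h) and without 7 of the other arrays.

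The paper sets an immediate rise of Ifng beside its arrays. On the arrays the rise of Ifng at 3 h was not called (fitted log2 difference 2.44, limma adjusted p = 0.054). It was called at 3 h and 12 h by eBayes with trend and robust (limma adjusted p = 0.0364 and 0.0434), without sham replicate 3 (0.0343 and 0.0357), without 72 h replicate 1 (0.0355 and 0.0402) and without 72 h replicate 3 (0.0377 and 0.0426), and at 72 h without 72 h replicate 3 (0.0497).

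The paper describes the expression pattern as back at baseline at 72 h according to the first component. At 72 h 3282 genes were called against the sham control, and on the second component the 72 h group was the farthest of the time points from it (mean score -99.6 against 63.6). The sham and 72 h arrays lay on different slides, so a slide difference may account for part of both results. With slide as a block, 1152 genes were called at 72 h, and 790 of the 3282 kept their call in the same direction.

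The paper states that Cxcl1 and Cxcl5 were not significantly induced. On the arrays Cxcl1 had a log2 fold change of 8.58 at 3 h (limma adjusted p = 2.83e-06) and Cxcl5 of 7.70 at 3 h (limma adjusted p = 2.83e-06).

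The paper reports from staining that no obvious migration of macrophages was seen. Its text gives no time for that staining, which shows cells at the injured site, while the arrays measure transcripts in cecum tissue. On the arrays the macrophage markers did not change as a list at 3 h or 12 h (limma's camera adjusted p = 0.436 and 0.486), and passed at 12 h with fry alone (0.0384). They were higher at 72 h, with a median log2 fold change of 1.61 and 12 of 15 genes called higher (limma's camera adjusted p = 2.04e-14).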

Other observations

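Among the tests of this part, those of the mesothelial markers and of the genes kept under the slide block were chosen only after the result was seen.

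Chance can be excluded for the number of genes differing among the 4 groups, because 1 of 100 splits of the 12 arrays, the real one, gave as many, and the largest other split gave 1085 genes against 14589. For the genes called at each time point, 1 of 10 splits of the 6 arrays, the real one, gave as many at each time, and the 9 other splits called 0 genes with limma. The splits alone cannot exclude chance for these 3 counts, since 3 arrays against 3 never give a share under 0.1. In 20 simulations of unchanged groups, with noise independent between genes and arrays, at most 1 gene was called at any time point, which argues against such noise as the source of these counts. At 72 h the real split is also the split between the slides.

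With slide as a block, 790 of the genes called at 72 h were still called in the same direction. The block rests on 1 array, 12 h replicate 3, so this does not exclude a slide difference as the whole cause. For the other 2492 genes a slide difference cannot be told apart from the group, since 1 array of another group lies on the second slide. Over these genes the third 12 h array was shifted from the other 12 h arrays towards the 72 h change by a median of 11.03% of it, but this decides nothing, because the genes were chosen by a block estimated from the same array. Over the 790 genes the shift of this array was -0.20 on the log2 scale, away from the 72 h change, and they were chosen in the same way.

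The higher 75th percentile of the 72 h arrays, by 0.32 on the log2 scale against the sham arrays, is not accounted for by a scanner or labelling difference alone. The spiked-in control RNA differed by 0.1005, and the difference between both shifts was 0.22, with an SD of 0.09 among the 72 h arrays and 0.08 among the sham arrays. Whether the amount or the makeup of the RNA differed was not tested.

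GC content of the probes does not account for most calls, because 98.4%, 92.1% and 80.04% of the genes called at the time points in order were still called in the same direction after a GC correction. The correlation of the log2 fold change with GC across genes, which are not independent replicates, was -0.01, -0.02 and -0.06.

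The strong signal of Cxcl1 and Cxcl5 could come from cross-hybridization. Each gene has 1 probe on the array, so that this cannot be told apart from an induction here. Cxcl1 lay between 6.71 and 8.97 at 3 h over 23 alternatives.

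Mesothelial markers moved apart. As a list they had medians of -0.93 at 3 h (limma's camera adjusted p = 0.0168), -0.83 at 12 h (0.0961) and 1.15 at 72 h (4.42e-05). With genes not above background at their bound the medians were -0.66, -0.35 and 1.15. A second computation, which gave 3, 3 and 2 genes a bound, left them at -0.93, -0.83 and 1.15. At 3 h Rspo1 had a log2 fold change of -2.95, and Upk3b and Lrrn4, not above background there, were at least 4.05-fold and 3.61-fold lower. With normexp, Upk3b at 3 h was -0.53 and not called. At 72 h Upk3b was at 0.02 and Lrrn4 at 0.88, whereas Pdpn rose at all times, from 1.73 to 2.58. Of 22 combinations of marker and early time point, 14 differed from the mean change of the list, and 9 of the 10 of markers above background on all arrays did. A lower share of mesothelial cells at 3 h and 12 h is a candidate explanation that cannot be told apart from a change in transcription, because markers that did not fall may come from other cells.

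Macrophage markers were not changed as a list at 3 h (median 0.10, mean -0.13, adjusted p = 0.436) or at 12 h (median -0.26, mean 0.20, adjusted p = 0.486), where median and mean differ in sign, and their rise at 72 h passed under every alternative run, with the largest adjusted p of 0.0158. Neutrophil markers had medians of 4.30, 6.18 and 4.57 at the time points in order (limma's camera adjusted p = 3.14e-13, 8.63e-21 and 3.22e-19), and with genes not above background at their bound 3.45, 5.48 and 4.26. Myofibroblast and matrix genes had medians of -0.48, -0.69 and 1.72 (adjusted p = 0.0925, 0.0341 and 6.55e-19), and epithelial markers -0.58 at 72 h (adjusted p = 4.93e-06), led by Car4 with -3.67. B cell markers had a median of -1.30 at 3 h (adjusted p = 0.00526) with 0 of 12 genes called by limma, and the list did not pass without 3 h replicate 1 (0.152), with fry (0.202) or with the estimated correlation (0.642). T cell markers had -0.39 at 3 h (adjusted p = 0.0259). Interferon-γ induced genes had medians of 0.26, 0.90 and 0.04 (adjusted p = 0.0961, 5.13e-05 and 0.0464). Evening and morning clock genes did not pass as lists at any time under the chosen setting (smallest adjusted p = 0.176 and 0.82). Of the 10 evening genes, 3 were called lower and 1 higher at 3 h, 5 and 1 at 12 h, and 2 and 2 at 72 h. Proliferation genes did not pass either (smallest adjusted p = 0.0791). The evening genes passed at 12 h without sham replicate 3 (0.0462), and the proliferation genes passed at 3 h with quantile normalization (0.0464) and normexp (0.00212) and without sham replicate 1 (9e-05) or 3 h replicate 1 (0.000326). At 3 h the morning clock genes had a median of -0.0032 and a mean of 0.58, at 12 h -0.61 and 0.26, and at 72 h -0.21 and 0.08. The evening genes at 72 h had a median of -0.27 while the test pointed up, and the glucocorticoid-induced genes had a median of -0.06 and a mean of 0.20 at 72 h.

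Some members were called against the median of their list, and some of those run under the alternatives are given here. Of the macrophage markers, Adgre1, Cd68 and Fcgr1 rose at 12 h (1.21, 1.37 and 2.55) and kept the call in all 23 alternatives. Of the myofibroblast and matrix genes, Lox rose at 12 h (1.47) and lost the call in 6 of 23. Of the clock genes, Nfil3 rose at all times (2.93, 3.06 and 2.88) and lost the call in 0 of 23, Per2 rose at 12 h and 72 h (1.22 and 1.46) and lost it in 1 of 23 at each, and Cry1 rose at 3 h and 12 h (1.02 and 1.01) and lost it in 6 of 23 at each. Of the glucocorticoid-induced genes, Pdk4 fell at 3 h and 12 h (-1.04 and -2.09) and lost the call in 3 and 0 of 23, and Dusp1 and Angptl4 rose at 72 h (2.51 and 3.55) and lost it in 0. Agr2, an epithelial marker, rose at 72 h (1.01) and lost the call in 12 of 23.

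Tgfb1 was not called at 3 h (log2 fold change 0.28, limma adjusted p = 0.29) and was called at 12 h (1.21) and 72 h (1.14). Its second probe, dimmer but above background on all 12 arrays, rose by 0.74 at 3 h (limma adjusted p = 0.00148), under the 2-fold threshold, so that the arrays do not show Tgfb1 to be unchanged at 3 h. Il17a, not above background on the sham arrays, was called at all 3 time points, at least 3.08-fold, 7.33-fold and 12.8-fold higher.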
